# Inter-organellar and systemic responses to impaired mitochondrial matrix protein import in skeletal muscle

**DOI:** 10.1038/s42003-022-04034-z

**Published:** 2022-10-05

**Authors:** Nirajan Neupane, Jayasimman Rajendran, Jouni Kvist, Sandra Harjuhaahto, Bowen Hu, Veijo Kinnunen, Yang Yang, Anni I. Nieminen, Henna Tyynismaa

**Keywords:** Metabolism, Mitochondria

## Abstract

Effective protein import from cytosol is critical for mitochondrial functions and metabolic regulation. We describe here the mammalian muscle-specific and systemic consequences to disrupted mitochondrial matrix protein import by targeted deletion of the mitochondrial HSP70 co-chaperone GRPEL1. Muscle-specific loss of GRPEL1 caused rapid muscle atrophy, accompanied by shut down of oxidative phosphorylation and mitochondrial fatty acid oxidation, and excessive triggering of proteotoxic stress responses. Transcriptome analysis identified new responders to mitochondrial protein import toxicity, such as the neurological disease-linked intermembrane space protein CHCHD10. Besides communication with ER and nucleus, we identified crosstalk of distressed mitochondria with peroxisomes, in particular the induction of peroxisomal Acyl-CoA oxidase 2 (ACOX2), which we propose as an ATF4-regulated peroxisomal marker of integrated stress response. Metabolic profiling indicated fatty acid enrichment in muscle, a shift in TCA cycle intermediates in serum and muscle, and dysregulated bile acids. Our results demonstrate the fundamental importance of GRPEL1 and provide a robust model for detecting mammalian inter-organellar and systemic responses to impaired mitochondrial matrix protein import and folding.

## Abstract (web summary)

Muscular pathologies, including muscular dystrophy, are caused by a number of cellular and metabolic perturbations; here, consequences of GRPEL1-null disrupted mitochondrial matrix protein import on muscle atrophy, metabolism, and stress responses are examined.

## Introduction

Mitochondria are key organelles in the regulation of cellular metabolism. The vital functions of mitochondria are largely performed by proteins imported into the organelle from cytosol. Nuclear-encoded mitochondrial proteome (~1500 proteins) is synthesized by cytosolic ribosomes and imported into mitochondria as precursor proteins^1^. The protein import processes utilize targeting signals and specialized import pathways depending on which mitochondrial compartment the protein is to be targeted^2^. Proteins directed to the mitochondrial matrix enter through the double membrane via the translocases of the outer membrane (TOM) and inner membrane (TIM23). Finally, the presequence translocase-associated motor (PAM) pulls the incoming proteins into the matrix. PAM has the mitochondrial heat shock protein 70 (mtHSP70) at its core, and its ATPase cycle for substrate protein binding and release is regulated by nucleotide exchange factors (NEFs) and J-domain proteins. NEFs facilitate the ADP/ATP exchange and substrate release. In mammalian mitochondria, two bacterial GrpE-like NEFs, GRPEL1 and GRPEL2, have been identified^3^, but the functional significance of the two is not clear. Both can regulate mtHSP70 function and form hetero-oligomeric complexes in vitro^4^. However, human variation data and studies in cultured cells have indicated an essential function only for GRPEL1, whereas GRPEL2 may have a stress-regulated role^5^. Furthermore, GRPEL1, but not GRPEL2, is able to complement Mge1, the sole mitochondrial NEF in *Saccharomyces cerevisiae*^4^.

Inability to import proteins into mitochondria results in cytosolic accumulation of mistargeted proteins, which activate proteotoxic stress response pathways^6,7^. Studies in yeast have supported a protective role for the stress responses to counteract the impaired mitochondrial protein import by inhibiting global protein synthesis and activating the proteasome^6,7^. Tissue-specific and systemic effects of compromised protein import in mammals have been studied less, however, other models of mitochondrial dysfunction have demonstrated that integrated stress response (ISR) is a common adaptation to mitochondrial defects^8–11^. The core event of ISR is the phosphorylation of eIF2a, which leads to a decrease in global protein synthesis and the induction of selected genes that together promote cellular recovery. However, severe stress can drive ISR signaling toward cell death^12,13^. ISR activated by mitochondrial dysfunction in mammals induces a transcriptional induction of secreted cytokines FGF21 and GDF15, and remodeling of one-carbon metabolism^9,11^, and it can be regulated by mTORC in skeletal muscle^14^. The transcriptional changes are driven by transcription factors ATF4, which is also the effector of the PERK arm of endoplasmic reticulum (ER) stress, or ATF5, depending on context^11,15,16^.

Here we show that GRPEL1 is essential from early development in mice, supporting its role as the main NEF for mtHSP70. GRPEL1 is critical for mitochondrial maintenance also in developed tissues, as we show that induced loss of GRPEL1 in skeletal muscle led to rapid muscle atrophy and shortened life span. We describe the robust mitochondrial, inter-organellar and systemic responses to GRPEL1 loss, providing a resource for understanding the consequences of mitochondrial protein import toxicity in mammals. Finally, we identify ACOX2 as an ATF4-regulated peroxisomal marker of ISR.

## Results and discussion

### Loss of mitochondrial co-chaperone GRPEL1 in skeletal muscle of mice causes rapid muscular atrophy

To clarify the in vivo role of GRPEL1 in mammalian mitochondria, we intended to generate whole-body *Grpel1* knockout mice. Heterozygous mice (*Grpel1*^*+/−*^) were viable with no apparent histological abnormalities (Supplementary Fig. 1a–d). However, F1 heterozygous crosses provided no homozygous *Grpel1*^−/−^ pups, which were also lacking at embryonic day E8.5, indicating early developmental lethality (Fig. 1a and Supplementary Fig. 1e). These results confirm that GRPEL1 is essential in mammals.

**Fig. 1:**
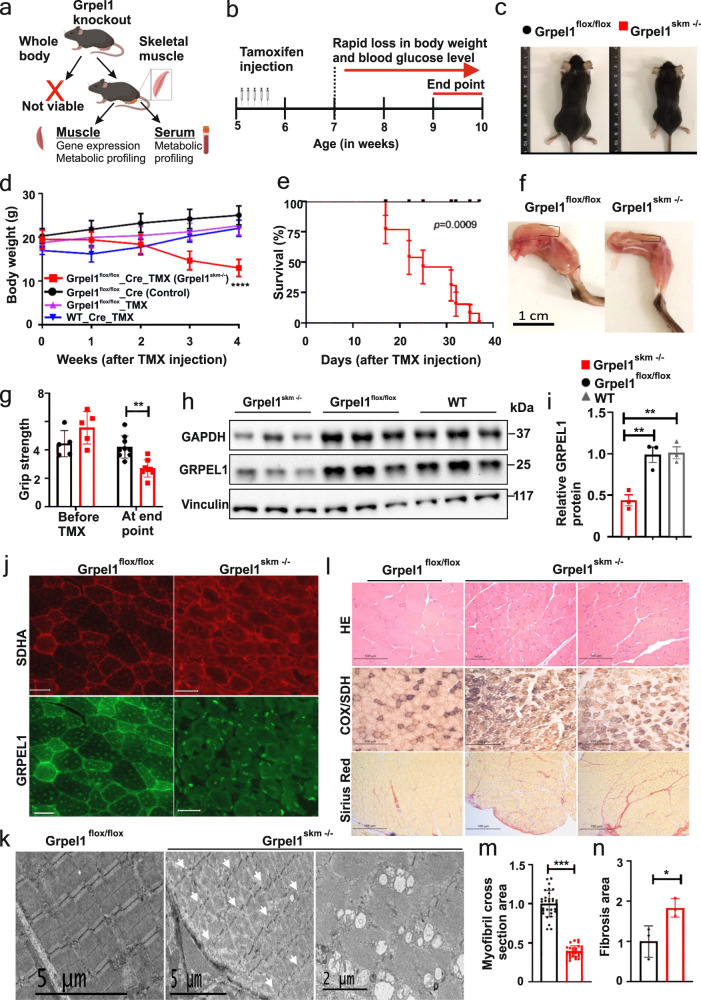
Inducible loss of mitochondrial co-chaperone Grpel1 in skeletal muscle of mice causes rapid muscular atrophy, retarded growth and shortened lifespan. **a** A schematic for the study of whole-body and skeletal muscle-specific knockouts of *Grpel1* (Created with BioRender.com). **b** Timeline of Cre-activation in mice by tamoxifen (TMX) injections. **c** Representative images of *Grpel1*^*skm*−/−^ (right) 4 weeks after tamoxifen injection and the control littermate *Grpel1*^*flox/flox*^ (left). **d** Body weight curve of male mice, starting from TMX injection. Four different groups of mice are shown: *Grpel1*^*skm*−/−^ are the inducible skeletal muscle-specific *Grpel1* knockout mice, *Grpel1*^*flox/flox*^_Cre are the floxed Cre mice without tamoxifen, *Grpel1*^*flox/flox*^_TMX are the floxed mice without Cre but with tamoxifen, and WT_Cre_TMX are wild type Cre mice with tamoxifen. (*n* = 10–12 per genotype). Tukey’s multiple comparisons test. ^∗∗∗∗^*p* ≤ 0.0001. **e** Survival curve of *Grpel1*^*skm*−/−^ mice analysed with Gehan-Breslow-Wilcoxon test. (*n* = 13 per genotype). **f** Representative images of quadriceps of *Grpel1*^*skm*−/−^ (right) and control littermate *Grpel1*^*flox/flox*^ (left) at sacrification point. **g** Grip strength of mice immediately before tamoxifen injection and at end point (*n* = 5–7 per genotype). **h** Immunoblot showing reduced GRPEL1 level in skeletal muscle of *Grpel1*^*skm*−/−^, in comparison to *Grpel1*^*flox/flox*^ and wild type (WT) mice. Vinculin is shown as loading control. **i** Quantification of GRPEL1 protein level in *Grpel1*^*skm*−/−^ muscle from immunoblot against Vinculin (*n* = 3 per genotype). **j** Representative immunohistochemistry images of quadriceps femoris (QF) from control and knockout mice with GRPEL1 and SDHA antibodies. Scale bar is 100 µm. **k** Representative electron microscopic images of QF muscle from control and knockout mice, showing the uneven width of sarcomere and discontinuous Z-line in knockout (left, arrows) and large vacuole structures identified in some fibers (right). **l** Representative Hematoxylin/Eosin, COX/SDH, and Sirius Red (fibrosis) staining images of QF muscle. **m** Quantification of cross-sectional area of myofibril in QF muscle (*n* = 30 representative myofibrils from 3 mice per genotype). **n** Quantification of fibrotic area of QF muscle (*n* = 3 mice per genotype).

To study tissue-specific consequences of GRPEL1 loss, we generated inducible skeletal muscle-specific *Grpel1* knockout mice (*Grpel1*^*skm*−/−^) using tamoxifen (TMX)-inducible Cre recombinase and human α-skeletal actin (HAS) promotor (*HSA-Cre* mice) (Supplementary Fig. 2a). TMX-inductions were started for the mice at the age of five weeks. Unexpectedly, already within two weeks from the induction, *Grpel1*^*skm*−/−^ mice started to lose weight rapidly unlike untreated littermates (*Grpel1*^*flox/flox*^) or TMX-treated wild type mice (Fig. 1b–d and Supplementary Fig. 2b, c). Indirect calorimetry, performed after two weeks of tamoxifen treatment, showed no significant differences in movement, oxygen consumption, respiratory exchange ratio or heat production between *Grpel1*^*skm*−/−^ mice and controls (Supplementary Fig. 2d, e). Moreover, glucose tolerance and insulin sensitivity were not significantly altered in *Grpel1*^*skm*−/−^ mice (Supplementary Fig. 3a, b). However, the phenotype advanced to the sacrification point (30% weight loss, kyphosis, reduced movement) within five weeks from TMX-induction (Fig. 1e). At the end point, blood glucose was significantly reduced (Supplementary Fig. 3c). Skeletal muscles appeared atrophic, and grip strength was reduced (Fig. 1f, g). Detected by immunoblotting, the GRPEL1 protein level in quadriceps femoris (QF) muscle was reduced to about 40% of control level (Fig. 1h, i). Immunostaining of the QF muscle with GRPEL1 antibody further indicated reduced GRPEL1 protein in *Grpel1*^*skm*−/−^ mice (Fig. 1j). Electron micrographs of QF showed an uneven width of sarcomeres and discontinuous Z-lines (Fig. 1k), and large mitolysosome-like structures^17^ in some fibres (Fig. 1k). Histological staining of QF with Hematoxylin & Eosin (HE) and Sirius Red in *Grpel1*^*skm*−/−^ muscle revealed shrinkage of myofibrils, and fibrosis, respectively (Fig. 1l–n). Histochemical activity staining of cytochrome c oxidase (COX) and succinate dehydrogenase (SDH) showed some COX-negative muscle fibers, but none of those were SDH-positive ragged red fibers (Fig. 1l). These results indicated that the loss of GRPEL1 caused rapid atrophy and disorganization of skeletal muscle.

### Loss of GRPEL1 leads to transcriptional repression of mitochondrial metabolic pathways

Next, we analyzed the transcriptome of *Grpel1*^*skm*−/−^ QF by RNA sequencing to identify transcriptional responses to GRPEL1 loss in muscle. 

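RNA was taken from the QF, a large thigh muscle, of 4 Grpel1skm−/− mice, in which a Cre recombinase made under a skeletal muscle promoter and switched on by tamoxifen deletes the floxed gene, and of 4 control mice with the floxed gene. Whether these control mice were also given tamoxifen is not stated for the libraries. Where it reports body weight, the paper calls the floxed littermates untreated, but Fig. 1d also shows floxed mice given tamoxifen. If the controls were untreated, each difference between the groups also holds any effect of tamoxifen. The targeted gene was looked at first in each library. Grpel1 (Entrez Gene 17713), which lies on chromosome 5 from 36465185 to 36474077 of GRCm38, had 861, 1087, 961 and 1017 counts in control replicates 1 to 4 and 1658, 1570, 1461 and 1508 counts in knockout replicates 1 to 4. On edgeR's CPM scale, which divides by library size and by a factor for composition, these were 69.6, 71.2, 68.8 and 64.1 CPM in the controls and 69.1, 71.9, 60.3 and 59.9 CPM in the knockouts, a mean of 68.4 ± 3.04 against 65.3 ± 6.11 (SD, n = 4 each). Its log2 fold change was -0.066 (standard error 0.078, adjusted p = 0.49 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and -0.11 with an adjusted p of 0.28 in the authors' deposited table. The count of the whole gene thus does not check which libraries are knockouts, so the groups are called by their labels, and each direction given at a result below rests on the labels. The span of Grpel1 overlaps that of Tada2b in the authors' table, and the table holds no counts per exon.

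The authors captured polyadenylated RNA, made strand-specific libraries, mapped the read pairs to GRCm38 with STAR and counted those on exons with Rsubread, leaving out duplicate, chimeric and multimapping reads and genes with fewer than 50 reads in total. Their table gives raw counts per gene, FPKM values and the DESeq2 results for 14012 genes, the lowest with 51 reads over the 8 libraries. Control replicates 1 to 4 had 16017565, 18809796, 18694067 and 18813042 counts on these genes, and knockout replicates 1 to 4 had 19537983, 16424608, 20361144 and 19330593. At this depth 3 counts, the most that a gene with no counts could have had, were worth 0.189 to 0.242 CPM in the controls and 0.119 to 0.137 CPM in the knockouts, which covers counting error only. Replicates of one group differed by far more than the sampling noise (chi-square per degree of freedom 17.3 to 42.7 over the pairs), so none was a repeat sequencing run of another's library, and that the 8 are separate mice rests on the labels and the paper.

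Composition differed between the groups. The 20 most abundant genes took 37.9% ± 1.37 of the counts in the controls and 20.4% ± 1.79 in the knockouts (SD, n = 4 each), with Myh4 alone, the gene of a fast myosin heavy chain, at 8.20% ± 0.898 and 2.58% ± 0.457. The TMM factors of edgeR, which adjust for this, were 0.75 to 0.84 in the controls and 1.19 to 1.33 in the knockouts. Counts were tested with edgeR's quasi-likelihood test on these TMM-scaled libraries at an adjusted p under 0.01, the threshold of the paper. Sets of genes fixed before the counts were examined were tested with camera, at an adjusted p under 0.05. The adjustment was over the 19 sets on the paper's topics. Most of these topics are reported by the paper from the same libraries. The set tests are thus not independent evidence that these topics changed.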

Principal component analysis (PCA) indicated that the muscle of *Grpel1*^*skm*−/−^ mice greatly differed from control muscle (Fig. 2a), with more than 6000 differentially expressed genes (FDR < 0.01) (Supplementary Data 1). These included transcriptional repression of the major mitochondrial metabolic pathways such as the TCA cycle, OXPHOS (RC-complex subunits), and mitochondrial fatty acid (FA) oxidation (Fig. 2b–d; Supplementary Data 2, 3; Supplementary Fig. 4). 

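On log1p-transformed normalized counts of the 14012 genes, the first principal component held 72.5% of the variance and parted all 4 libraries labelled knockout from all 4 labelled control (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 allow). The second component held 9.31% and did not part the groups (exact permutation test, p = 0.857). At an adjusted p under 0.01, 6265 genes differed by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3303 of them higher and 2962 lower in the libraries labelled knockout. Of these, 1378 were higher and 1078 lower by 2-fold or more. The authors' deposited table has 6727 genes under the same threshold, 3258 higher and 3469 lower, and 6079 of the 6265 genes are among them, 0 with the opposite sign. In 7482 genes (53.4%) the values of the groups did not overlap, where chance gives 2.86%. The biological coefficient of variation between replicates was 0.16.

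Among the ways of scaling, library totals alone moved these counts most. With them in place of TMM factors, the median log2 fold change of all genes rose from 0.065 to 0.73, and 9371 genes differed, 8498 higher and 873 lower. Leaving out each library in turn gave from 5196 to 5867 genes.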

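For each pathway the change was taken over a fixed list of genes. Of 18 TCA cycle genes, 16 were lower and 1 was higher in the libraries labelled knockout at an adjusted p under 0.01 over all genes, with the same counts when adjusted over the list alone, and the median log2 fold change was -0.61. Among 80 nuclear genes for OXPHOS subunits, 64 were lower and 3 higher (65 and 3 adjusted over the list alone), with a median of -0.58. For mitochondrial FA oxidation 12 of 21 genes were lower and 0 higher (13 and 0 adjusted over the list alone), with a median of -0.47 and 1 gene higher at an unadjusted p under 0.05. The limma camera adjusted p was 5.5e-06 for the TCA cycle, 8.6e-12 for OXPHOS and 0.011 for FA oxidation.

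As a value per library, the mean log2 CPM of the TCA cycle genes was 8.20 ± 0.081 against 8.79 ± 0.092, that of OXPHOS 7.27 ± 0.097 against 7.78 ± 0.069 and that of FA oxidation 6.77 ± 0.18 against 7.18 ± 0.13 (SD, n = 4 each). In each of these 3 sets every knockout library was below every control library (exact permutation test, two-sided, p = 0.0286, adjusted over the 19 sets p = 0.0418). For FA oxidation the p of this test was 0.0571 without control replicate 1, 2, 3 or 4. With 3 against 4 libraries such a p can arise without overlap, so it does not by itself show overlapping groups. It stayed at 0.0286 for the TCA cycle and OXPHOS with each library left out in turn.

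All of the 43 transcripts that Fig. 2b–d label as downregulated were lower, and 42 of them were past the threshold, Mdh1 being the exception, but these labels were chosen on the same libraries and are not independent evidence. The direction depended on the scaling: with library totals alone the medians were 0.059 for the TCA cycle, 0.092 for OXPHOS and 0.20 for FA oxidation, slightly above 0, while relative to the median of all genes under that scaling they lay at -0.67, -0.64 and -0.53. All 11 sets past the threshold under camera stayed past it under fry, and 3 of them (mtDNA-encoded mRNAs, ER stress and the integrated stress response) also did with the correlation between genes estimated from the data.

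**Figure D1:**
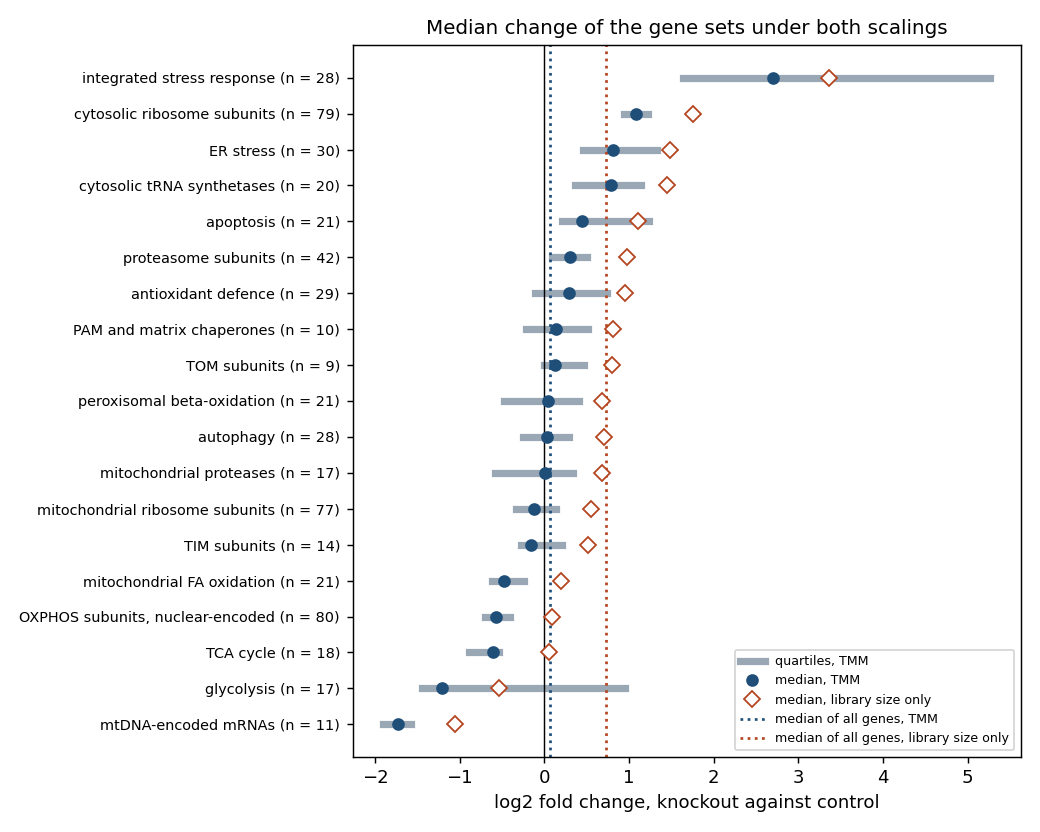
Median log2 fold change between the libraries labelled knockout and control (horizontal axis) of the 19 gene sets on the paper's topics (rows, with the number of genes), with TMM scaling (filled points, bars from the lower to the upper quartile over genes) and with library totals alone (open diamonds). Dotted lines mark the median of all genes, 0.065 with TMM and 0.73 with library totals alone, and the TCA cycle, OXPHOS, FA oxidation, mitochondrial ribosome and TIM sets lie below 0 with TMM and above 0 with library totals alone.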

Mitochondrial DNA encoded transcripts were reduced (Fig. 2e), as well as mtDNA copy number (Fig. 2m). 

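The table lists 11 of the 13 protein-coding genes of mtDNA, and ND4L and ATP8 were not analysed here. All 11 were lower in the libraries labelled knockout, 10 past the adjusted threshold over all genes, 11 at an unadjusted p under 0.05 and 11 adjusted over the list alone, with log2 fold changes from -2.05 to -1.31 and a median of -1.72 (limma camera adjusted p = 1.0e-11). Their mean log2 CPM was 7.62 ± 0.11 in the knockouts and 9.31 ± 0.043 in the controls (SD, n = 4 each), with no overlap (exact permutation test, p = 0.0286). Genes of mtDNA took 8.36% ± 0.359 of all counts in the controls and 4.04% ± 0.382 in the knockouts. The median stayed below 0 with library totals alone, at -1.06. Since the authors left out multimapping reads, mtDNA genes with near-identical copies in the nuclear genome can lose most of their reads, and ND3, the gene that did not pass the threshold over all genes, was among those with few counts.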

Most transcripts for mitochondrial ribosome subunits were downregulated (Fig. 2f). 

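Among 77 genes for subunits of the mitochondrial ribosome, 49 had a negative and 28 a positive log2 fold change in the libraries labelled knockout. Past the threshold, 21 were lower and 11 higher (20 and 11 adjusted over the list alone), and the remaining 45 were not past the threshold. The median log2 fold change was -0.12, between quartiles of -0.34 and 0.14, and the set was not past the camera threshold (limma adjusted p = 0.19). The mean log2 CPM of the set was 5.03 ± 0.049 against 5.15 ± 0.089 (SD, n = 4 each), and the groups overlapped (exact permutation test, p = 0.114). After a smooth trend of the fold changes on exon length was removed, the median was -0.24 (limma camera adjusted p = 0.0037, the lowest in a range up to 0.87 over all alternatives), while with library totals alone it was 0.56. The 15 downregulated and 8 upregulated transcripts labelled in Fig. 2f were each past the threshold in the direction shown there.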

The shutdown of the key metabolic functions was supported by reduced respiration, as determined by respirometry, with lower OXPHOS complex I-IV activities (Fig. 2j, k), and reduced FA oxidation in mitochondria isolated from *Grpel1*^*skm*−/−^ muscle (Fig. 2l). 

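Subunit 6A of COX is encoded by paralogous genes, Cox6a1 on chromosome 5 from 115345654 to 115348955 and Cox6a2 on chromosome 7 from 128205435 to 128206366 of GRCm38, and Cox8a, one of the genes for subunit 8, lies on chromosome 19 from 7215158 to 7217616. Cox6a1 had 805 to 2459 counts in the libraries labelled knockout and 210 to 611 in those labelled control (n = 4 each), a log2 fold change of 1.27 (standard error 0.34, adjusted p = 0.0090 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its groups overlapped (exact permutation test, p = 0.0571). Cox6a2 rose from a higher level, with 765 ± 119 against 501 ± 82.4 CPM (SD, n = 4 each) and a log2 fold change of 0.61 (standard error 0.14, edgeR adjusted p = 0.0043). Cox8a rose too, with 89.9 ± 20.1 against 30.9 ± 8.32 CPM (SD, n = 4 each) and 1.54 (standard error 0.22, edgeR adjusted p = 1.8e-04). Every knockout library was above every control library for Cox6a2 and Cox8a (exact permutation test, p = 0.0286 each). The change of Cox8a stayed past the threshold with each library left out, between 1.38 and 1.68. Cox6a1 kept its direction, between 0.98 and 1.46, but its edgeR adjusted p passed 0.01 without control replicate 1, 2 or 3 or knockout replicate 1, 2 or 4, reaching 0.028. That of Cox6a2 did so without control replicate 1 or 4 or knockout replicate 1, 3 or 4, reaching 0.017, and over all of these fits its log2 fold change was at least 0.48. Over all alternatives the adjusted p from edgeR or DESeq2 ranged from 4.5e-04 to 0.030 for Cox6a1 and from 9.4e-06 to 0.017 for Cox6a2. Counts of adipocyte marker genes varied widely between the libraries, and with their mean as a covariate, an alternative chosen after seeing the data, the log2 fold change was 0.79 for Cox6a1 (edgeR adjusted p = 0.014), 0.75 for Cox6a2 and 1.24 for Cox8a. The span of Cox6a2 overlaps that of Itgad in the authors' table.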

As an exception to the downregulation of OXPHOS transcripts, tissue-specific isoforms of COX subunits *Cox6a1*, *Cox6a2* and *Cox8a*^18^ were increased. Similarly, *Atpif1*, which codes an inhibitor protein of ATP synthase (IF_1_) with the ability to conserve ATP at the expense of membrane potential when mitochondrial respiration is inhibited^19^, was increased (Fig. 2c). 

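Atpif1, on chromosome 4 from 132530555 to 132535414 of GRCm38, had 437 to 605 counts in the libraries labelled knockout and 182 to 272 in those labelled control (n = 4 each). Its log2 fold change of 0.39 (standard error 0.10) was just past the threshold, with an adjusted p of 0.0086 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and every knockout library was above every control library (exact permutation test, p = 0.0286). With each library left out in turn the change stayed between 0.33 and 0.48, but its adjusted p rose above 0.01 without control replicate 1, 2 or 4 or knockout replicate 1, 3 or 4. Over all alternatives the adjusted p from edgeR or DESeq2 ranged from 7.5e-06 to 0.036, and with RLE size factors the log2 fold change was 0.35 (edgeR adjusted p = 0.016).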

Interestingly, a few mitochondrial pathways were also transcriptionally upregulated in *Grpel1*^*skm*−/−^ muscle (Supplementary Data 3). 

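The translocase of the outer membrane (TOM) is the entry gate for mitochondrial precursors, and the translocases of the inner membrane (TIM) carry them on. The genes that follow were higher in the libraries labelled knockout by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment: Tomm34, on chromosome 2 from 164053540 to 164071169, with a log2 fold change of 0.41 (standard error 0.098, adjusted p = 0.0047), and Tomm22, on chromosome 15 from 79670868 to 79672862, with 0.47 (standard error 0.065, adjusted p = 1.6e-04 by the edgeR test). The changes were larger for Tomm40, on chromosome 7 from 19701313 to 19715429, with 0.52 (standard error 0.066, edgeR adjusted p = 8.4e-05), and Tomm20, on chromosome 8 from 126930664 to 126945921, with 0.56 (standard error 0.060, adjusted p = 2.8e-05), all on GRCm38. The last of these was at 72.5 ± 2.15 CPM in the libraries labelled knockout and 49.1 ± 2.13 in those labelled control (SD, n = 4 each). Each of the 4 genes was higher in every knockout library than in every control library (exact permutation test, p = 0.0286). Only Tomm34 passed above an adjusted p of 0.01 when a library was left out, in the edgeR fits without control replicate 1, 2 or 4 or knockout replicate 1 or 4, where its log2 fold change was at least 0.33 and its adjusted p at most 0.018.

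Of 9 listed TOM genes, 4 were higher and 1 lower, with a median log2 fold change of 0.13 (limma camera adjusted p = 0.52). Their mean log2 CPM per library was higher by 0.15 in the knockouts, without overlap (exact permutation test, p = 0.0286), but with RLE size factors the groups overlapped, and without knockout replicate 1 or 4 the p of the exact permutation test was 0.0571. For 14 TIM genes the median was -0.15 (limma camera adjusted p = 0.82), with 4 lower and 2 higher, and both lists gave the same counts adjusted over the list alone. The TIM genes that were higher, named here after their values were seen, were Timm10 with a log2 fold change of 1.20 and Timm8a1 with 1.10. With library totals alone, under which the median of all genes moves up as well, the TIM median was 0.52. The mean log2 CPM of the TIM genes differed by 0.021, with overlapping groups (exact permutation test, p = 0.686). Whether TOM and TIM genes changed by different amounts was not tested.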

Among those were some TOM (*Tomm34, 22, 40*, and *20*), but not TIM subunits (Fig. 2g). PAM complex transcripts *Hspa9* (mtHSP70) and *Grpel2*, the paralog of *Grpel1*, were also increased as well as mitochondrial chaperones *Dnaja3* (HSP40) and *Hspe1* (HSP10). 

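The PAM complex is the motor that pulls precursors into the matrix. Hspa9, on chromosome 18 from 34937414 to 34954351 of GRCm38, was at 1328 ± 104 CPM in the libraries labelled knockout and 604 ± 37.8 in those labelled control (SD, n = 4 each), a log2 fold change of 1.14 (standard error 0.090, adjusted p = 4.0e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Grpel2, on chromosome 18 from 61712424 to 61726331, was much less abundant, with 30.2 ± 1.90 against 21.9 ± 1.82 CPM (SD, n = 4 each) and a log2 fold change of 0.47 (standard error 0.082, edgeR adjusted p = 7.4e-04). Dnaja3, on chromosome 16 from 4684070 to 4707695, changed by 0.53 (standard error 0.086, edgeR adjusted p = 4.4e-04) and Hspe1, on chromosome 1 from 55088148 to 55091317, by 0.70 (standard error 0.14, edgeR adjusted p = 0.0018). In all 4 genes the groups did not overlap (exact permutation test, p = 0.0286 each), and each stayed past the threshold with every library left out in turn, Hspa9 between 1.07 and 1.18 and Grpel2 between 0.40 and 0.50. The wider list of 10 PAM and matrix chaperone genes held 4 that were higher and 3 that were lower, as it did adjusted over the list alone, with a median of 0.13 (limma camera adjusted p = 0.52). Its mean log2 CPM differed by 0.18, with overlapping groups (exact permutation test, p = 0.0857).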

The expression of some mitochondrial proteases, such as matrix proteases *Clpp* and *Lonp1*, and inner membrane or intermembrane space (IMS) proteases *Afg3l2*, *Immp2l* and *Htra2*, was increased (Fig. 2h). These findings may suggest that GRPEL1 loss activates mitochondrial chaperones and proteases to balance impaired protein folding within mitochondria, although this cannot be concluded from transcriptional data. 

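The largest change among these proteases was that of Lonp1, on chromosome 17 from 56614297 to 56626903 of GRCm38, which was at 301 ± 44.4 CPM in the libraries labelled knockout and 150.0 ± 2.04 in those labelled control (SD, n = 4 each), a log2 fold change of 1.00 (standard error 0.10, adjusted p = 2.3e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Immp2l, on chromosome 12 from 41024090 to 41955588, changed by almost as much from a low level, with 11.9 ± 1.32 against 6.01 ± 0.985 CPM (SD, n = 4 each) and a log2 fold change of 0.98 (standard error 0.14, edgeR adjusted p = 1.7e-04). Smaller increases were found for Htra2 on chromosome 6 from 83051266 to 83054571, by 0.54 (standard error 0.10, edgeR adjusted p = 0.0011), and for Afg3l2 on chromosome 18 from 67404764 to 67449136, by 0.43 (standard error 0.065, edgeR adjusted p = 2.8e-04). Clpp on chromosome 17 from 56990264 to 56996371 rose by 0.34 (standard error 0.088, edgeR adjusted p = 0.0069). The edgeR adjusted p of Clpp rose above 0.01 without control replicate 1, 2, 3 or 4 or knockout replicate 1 or 2, to at most 0.022, at log2 fold changes from 0.27 to 0.36, while the other 4 stayed under it. That of Clpp also did so with RLE size factors, with libraries thinned to equal depth and with the adipocyte covariate, chosen after seeing the data, within an edgeR or DESeq2 range of 1.8e-05 to 0.025 over all alternatives. The span of Htra2 overlaps those of Aup1 and Loxl3 in the authors' table. Over 17 mitochondrial protease genes, 5 were higher and 6 lower (5 and 7 adjusted over the list alone), and the median was 0.015 (limma camera adjusted p = 0.52). The mean log2 CPM of this list differed by -0.053, with overlapping groups (exact permutation test, p = 0.286).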

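Chchd10 (Entrez Gene 103172), on chromosome 10 from 75935573 to 75937734 of GRCm38, was at 917 ± 116 CPM in the libraries labelled knockout and 615 ± 49.3 in those labelled control (SD, n = 4 each). Its log2 fold change was 0.58 (standard error 0.11, adjusted p = 0.0012 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or 1.49-fold, and every knockout library was above every control library (exact permutation test, p = 0.0286). It stayed between 0.49 and 0.65, past the threshold, with each library left out in turn. The span of Chchd10 overlaps that of Gm867 in the authors' table.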

We also observed that the expression of amyotrophic lateral sclerosis (ALS)-linked gene^20^ *Chchd10* was significantly increased in *Grpel1*^*skm*−/−^ muscle, which we also detected on protein level by Western blotting and immunohistochemistry (Fig. 2n, o). The exact function of the mitochondrial IMS protein CHCHD10 is unknown, but it has been proposed to suppress protein aggregate (TDP-43) formation in mitochondria^21^. The highly induced expression of *Chchd10* in *Grpel1*^*skm*−/−^ muscle, in which the majority of the altered mitochondrial transcripts were downregulated (465 MitoCarta3.0^22^ genes downregulated, 183 upregulated, Supplementary Data 3), suggests that it may have a role in mitochondrial protein import stress. 

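Over the 9 mitochondrial gene lists taken together, which hold 253 genes, 133 were lower and 30 higher in the libraries labelled knockout at an adjusted p under 0.01, with a median log2 fold change of -0.36. The MitoCarta3.0 list itself was not analysed here. The balance turned with the scaling, since with library totals alone 24 of these genes were lower and 136 higher. Relative to the median of all genes, the median of the lists was -0.43 with TMM and -0.43 with library totals alone. Of the 30 genes in these lists that were higher, 12 had a larger log2 fold change than Chchd10, as did 23.5% of all genes tested. The paper proposes, from its induction among mostly downregulated mitochondrial transcripts, that Chchd10 may have a role in mitochondrial protein import stress.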

In summary, these transcriptome findings indicated the shutdown of mitochondrial metabolic functions as a result of GRPEL1 loss, with induction of compensatory pathways contributing to mitochondrial proteostasis (Fig. 2i).

**Fig. 2:**
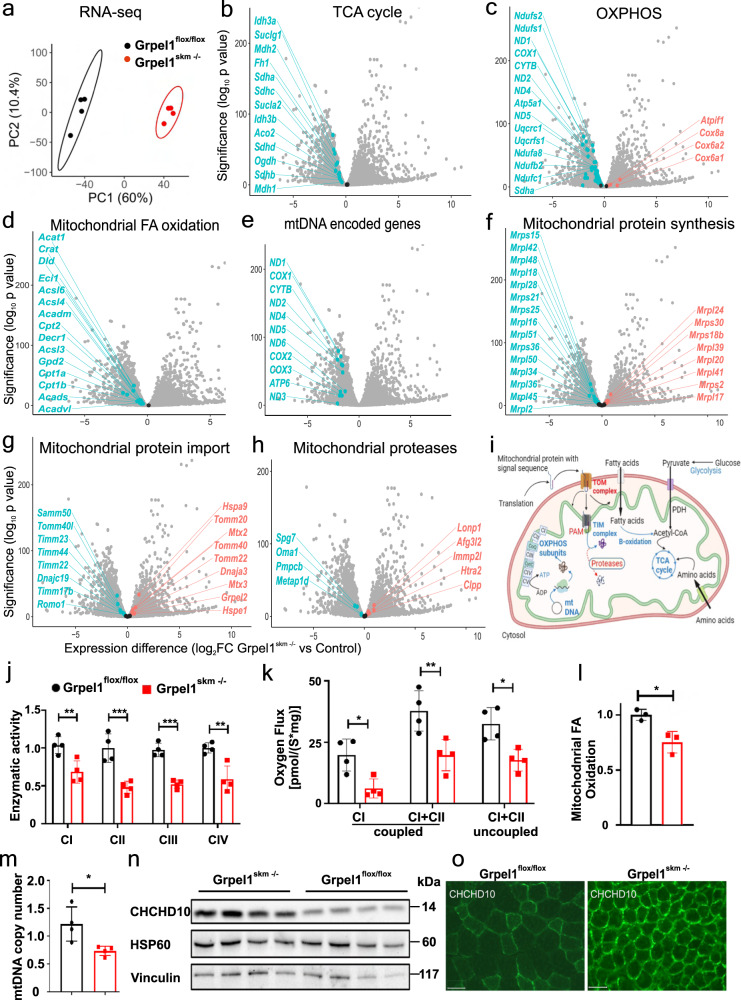
Intramitochondrial response to Grpel1 loss in skeletal muscle. **a** Principal component analysis (PCA) for RNA sequencing data from QF of *Grpel1*^*skm*−/−^ and control mice (*n* = 4 per genotype). **b**–**h** Volcano plots showing the changes in gene expression in different mitochondrial pathways. **i** Graphical representation of the altered mitochondrial pathways in *Grpel1*^skm−/−^ muscle. Red color (arrows and text) indicates upregulation whereas the blue color (arrows and text) indicates downregulation (Created with BioRender.com). **j** Enzymatic activity of mitochondrial respiratory chain complexes, in mitochondria isolated from QF muscle, and normalized to control (*n* = 4 per genotype). **k** CI‐coupled, CI + CII‐coupled and uncoupled (with FCCP) respiration in QF muscle homogenates (*n* = 4 per genotype). **l** Quantification of fatty acid oxidation capacity of mitochondria, isolated from QF muscle, and normalized to control (*n* = 3 per genotype). **m** Quantification of mtDNA copy number in QF muscle of *Grpel1*^*skm*−/−^ and control mice (*n* = 4 per genotype). **n** Immunoblot of total protein lysates from QF muscle with CHCHD10 and HSP60 antibodies. **o** Representative images of immunohistochemistry staining of QF muscle with CHCHD10 antibody. Scale bar is 100 µm.

### Transcriptional alterations indicative of inter-organellar communication in Grpel1 knockout muscle

We then focused on transcriptome alterations affecting pathways outside mitochondria to address inter-organellar communication as a response to impaired mitochondrial protein import. The expression of some, but not all, proteasome subunits were increased (Fig. 3a). 

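Of 42 genes for proteasome subunits, 20 were higher and 5 lower in the libraries labelled knockout at an adjusted p under 0.01, with the same counts adjusted over the list alone, and 17 were not past the threshold. Their median log2 fold change was 0.30, from -1.53 to 0.96, and the limma camera adjusted p of 0.041 was close to its threshold. Among the alternatives it passed 0.05 with RLE size factors, at 0.068, without the 20 most abundant genes, at 0.051, after removal of the exon length trend, at 0.21, with the correlation between genes estimated from the data, at 0.73, and without control replicate 2 or 4 or knockout replicate 1, 2 or 3, where the median ran from 0.24 to 0.30. With the replicate number as a block, which the labels do not give as a pairing, the limma camera adjusted p was 0.058. Over all alternatives the limma adjusted p of this set ranged from 1.3e-05 to 0.73. As a value per library the mean log2 CPM was 6.45 ± 0.026 against 6.23 ± 0.058 (SD, n = 4 each), without overlap (exact permutation test, p = 0.0286).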

ER stress and ISR were among the most significantly induced pathways, supporting that GRPEL1 loss was leading to mistargeted proteins and proteotoxic stress (Fig. 3b, c). 

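The integrated stress response list had the largest median of the 19 sets, at a log2 fold change of 2.70 over 28 genes (limma camera adjusted p = 4.4e-42), with 24 higher and 1 lower in the libraries labelled knockout, as they were adjusted over the list alone. The median did not change when genes without counts in the controls were set to the lower bound of their change. Among 30 ER stress genes, 25 were higher and 0 lower (26 and 0 adjusted over the list alone, 27 and 0 at an unadjusted p under 0.05), with a median of 0.81 (limma camera adjusted p = 9.7e-15). These lists share members such as Ddit3, so they are not independent. In the knockouts the mean log2 CPM of the integrated stress response genes was 5.95 ± 0.061 and in the controls 2.71 ± 0.14, and for ER stress the values were 6.26 ± 0.061 and 5.10 ± 0.054 (SD, n = 4 each), with no overlap in either (exact permutation test, p = 0.0286). Both sets stayed higher and past the threshold under every scaling, filter, set test and left-out library that was tried.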

Secreted ISR cytokine genes *Fgf21* and *Gdf15*, which have virtually no expression in healthy skeletal muscle, were among the most highly induced transcripts, along with other stress response genes such as *Ddit3* (CHOP), *Mthfd2* and *Psat1*. These stress responses were accompanied by increased eIF2α phosphorylation (Fig. 3j–l), and increased expression levels of *Atf4* (2.3-fold), *Atf5* (5.0-fold) and *Atf6* (3.8-fold), the latter being the effector of ATF6 arm of ER stress^23^. 

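Fgf21 (Entrez Gene 56636), on chromosome 7 from 45613890 to 45615490 of GRCm38, had no counts in any of the 4 control libraries and 430 to 787 counts in the libraries labelled knockout, 26.3 ± 7.92 CPM (SD, n = 4). Against the 3 counts that a count of 0 allows, it was at least 125-fold higher. Gdf15, on chromosome 8 from 70629394 to 70631635, had 0 to 2 counts in the controls and 786 to 1555 in the knockouts, 53.2 ± 12.7 CPM. Against 3 counts in each control library it was 253-fold higher. Fgf21 ranked 1 and Gdf15 4 by log2 fold change among the 14012 genes, an order that for genes without control counts depends on the prior count of the fit.

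The other stress genes were expressed in the controls as well. Mthfd2, on chromosome 6 from 83305704 to 83317604, was at 256 ± 53.5 against 5.06 ± 1.20 CPM (SD, n = 4 each), a log2 fold change of 5.65 (standard error 0.22, adjusted p = 8.1e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Psat1, on chromosome 19 from 15905123 to 15925059, was at 152 ± 13.5 against 4.38 ± 2.83 CPM (SD, n = 4 each), a change of 5.14 (standard error 0.37, edgeR adjusted p = 2.3e-06). Ddit3, on chromosome 10 from 127290793 to 127296288, whose span overlaps that of Mars in the authors' table, rose by 2.62 (standard error 0.15, edgeR adjusted p = 5.9e-07). All 5 genes were higher in every knockout library than in every control library (exact permutation test, p = 0.0286 each). With library totals alone the changes of Ddit3, Mthfd2 and Psat1 were 3.30, 6.30 and 5.79.

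**Figure D2:**
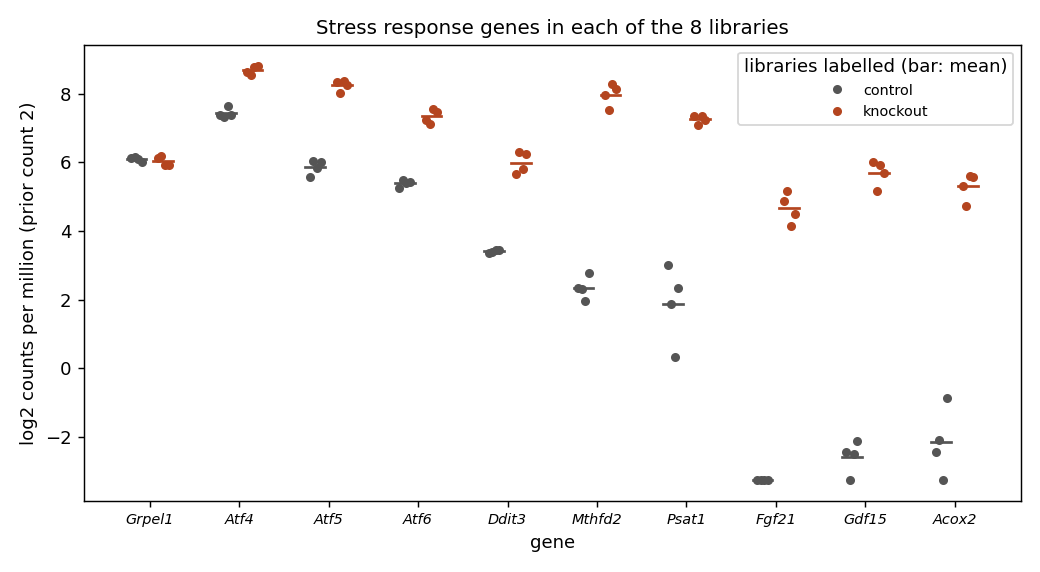
Log2 CPM (vertical axis, prior count 2) of Grpel1 and stress response genes (horizontal axis) in each of the 4 libraries labelled control (grey) and the 4 labelled knockout (orange), with a bar at each group's mean. The groups overlap for Grpel1, with means of 68.4 and 65.3 CPM, and are apart for the other 9 genes, and the 4 control points of Fgf21 stand for counts of 0.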

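In the libraries labelled knockout, Atf4, on chromosome 15 from 80255184 to 80257545 of GRCm38, was 2.39-fold higher, with 413 ± 35.7 against 173 ± 17.2 CPM (SD, n = 4 each), a log2 fold change of 1.26 (standard error 0.095, adjusted p = 3.0e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Atf5, on chromosome 7 from 44812256 to 44816658, was 5.19-fold higher, with 304 ± 32.4 against 58.5 ± 7.96 CPM (SD, n = 4 each) and 2.38 on the log2 scale (standard error 0.12, edgeR adjusted p = 3.2e-07). Atf6, on chromosome 1 from 170704457 to 170867771, was 3.92-fold higher, with 164 ± 22.7 against 41.9 ± 2.68 CPM (SD, n = 4 each) and 1.97 on the log2 scale (standard error 0.11, edgeR adjusted p = 4.3e-07). The groups did not overlap for any of the 3 genes (exact permutation test, p = 0.0286). Leaving out each library in turn gave log2 fold changes of 1.20 to 1.33 for Atf4, 2.29 to 2.43 for Atf5 and 1.87 to 2.03 for Atf6. The span of Atf5 overlaps that of Nup62 in the authors' table.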

We also observed a striking elevation in transcripts of cytosolic ribosome subunits and cytosolic tRNA synthetases (Fig. 3d, e). This contrasts with attenuation of protein synthesis in acute proteotoxic stress and suggests that the *Grpel1*^*skm*−/−^ muscle was in prolonged stress leading to enhanced protein synthesis^13,24–26^. Indeed, phosphorylation of ribosomal protein S6 (p-S6), a downstream target of mTORC, was increased in *Grpel1*^*skm*−/−^ muscle (Fig. 3j, m, n). 

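All 79 genes for cytosolic ribosome subunits were higher in the libraries labelled knockout at an adjusted p under 0.01, and also adjusted over the list alone, with log2 fold changes from 0.47 to 2.73 and a median of 1.09 (limma camera adjusted p = 2.5e-35). Together they took 0.931% ± 0.0720 of the counts in the controls and 3.12% ± 0.114 in the knockouts (SD, n = 4 each). Many of these genes have processed pseudogenes, and the authors left out multimapping reads, so single members may be undercounted in both groups. The 3 transcripts labelled as downregulated in Fig. 3d, Rpl3l, Zcchc17 and Ddx3x, are outside this list and were lower. After removal of the exon length trend the median was 0.94. Of 20 genes for cytosolic tRNA synthetases, 15 were higher and 0 lower (16 and 0 adjusted over the list alone, 17 and 0 at an unadjusted p under 0.05). Their median was 0.78 (limma camera adjusted p = 7.4e-10). With the correlation between genes estimated from the data, the limma camera adjusted p was 0.23 for the ribosome and 0.23 for the synthetases. Every knockout library had a higher mean log2 CPM than every control library in both sets (exact permutation test, p = 0.0286), by 1.11 for the ribosome and 0.83 for the synthetases.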

Stress-induced increase in protein synthesis has been shown to lead to oxidative stress and cell death^25^. In *Grpel1*^*skm*−/−^ muscle many antioxidant defense genes such as *Cat* (catalase) were upregulated, but mitochondrial *Sod2*, *Prdx3*, *Prdx5*, and glutaredoxins were downregulated (Fig. 3f). 

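Of 29 antioxidant defense genes, 11 were higher and 5 lower in the libraries labelled knockout at an adjusted p under 0.01, as they were adjusted over the list alone, with a median log2 fold change of 0.29 (limma camera adjusted p = 0.24). Their mean log2 CPM per library was higher by 0.31 in the knockouts, without overlap under every alternative run for it (exact permutation test, p = 0.0286). Cat, on chromosome 2 from 103453904 to 103485153 of GRCm38, was at 188 ± 37.9 against 124 ± 25.4 CPM (SD, n = 4 each), a log2 fold change of 0.61 (standard error 0.18), which did not pass the threshold, with an adjusted p of 0.015 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and overlapping groups (exact permutation test, p = 0.0857). DESeq2 gave it an adjusted p of 0.0059, and without knockout replicate 2 the edgeR adjusted p was 0.0050 at a log2 fold change of 0.72, within a range of 2.5e-04 to 0.061 over all alternatives.

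Sod2, on chromosome 17 from 13007839 to 13018119, fell from 317 ± 19.2 to 146 ± 12.0 CPM, a log2 fold change of -1.12 (standard error 0.081, edgeR adjusted p = 2.3e-06). Glrx, on chromosome 13 from 75839886 to 75850151, changed by -1.12 (standard error 0.11, edgeR adjusted p = 1.5e-05). Glrx2, on chromosome 1 from 143739349 to 143749678, changed by -0.59 (standard error 0.069, edgeR adjusted p = 5.3e-05). The decreases of Prdx3 on chromosome 19 from 60864066 to 60874538, -0.30 (standard error 0.077, edgeR adjusted p = 0.0075), and of Prdx5 on chromosome 19 from 6906819 to 6909645, -0.39 (standard error 0.11, edgeR adjusted p = 0.0095), were small. In the edgeR fits that each left out a library, the adjusted p of Prdx3 passed above 0.01 without control replicate 1, 2 or 3 or knockout replicate 2 or 4, and that of Prdx5 without control replicate 2, 3 or 4 or knockout replicate 3 or 4, with log2 fold changes from -0.31 to -0.27 and from -0.41 to -0.34 in the fits named. Both also passed above 0.01 with libraries thinned to equal depth, over genes with at least 10 reads in every sample and with the adipocyte covariate, chosen after seeing the data (up to 0.027 and 0.065 over the edgeR alternatives). With upper-quartile factors Prdx5 alone passed above it, at an edgeR adjusted p of 0.015. With library totals alone Sod2 and Glrx stayed lower, at -0.45 and -0.46, while Prdx3, Prdx5 and Glrx2 turned positive, at 0.37, 0.28 and 0.077, all of them below the median of all genes under that scaling.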

Transcripts related to autophagy and apoptosis were also increased (Fig. 3g). 

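Of 21 apoptosis genes, 11 were higher and 3 lower in the libraries labelled knockout at an adjusted p under 0.01, with the same counts adjusted over the list alone. Their median log2 fold change was 0.44 (limma camera adjusted p = 0.0065, or 0.23 with the correlation between genes estimated from the data). The mean log2 CPM of these genes was 3.93 ± 0.076 against 3.13 ± 0.077 (SD, n = 4 each), without overlap (exact permutation test, p = 0.0286). The list of 28 autophagy genes was not past the set test. Here 6 genes were higher and 5 lower, likewise adjusted over the list alone, with a median of 0.032 (limma camera adjusted p = 0.71). The mean log2 CPM was 6.36 ± 0.062 against 6.27 ± 0.028, with overlapping groups (exact permutation test, p = 0.0571). These values parted the groups with upper-quartile factors (difference 0.12), library totals alone (0.76) and thinned libraries (0.092). They also did over genes with at least 10 reads in every sample (0.13) and without knockout replicate 2 (0.097). With RLE size factors the difference was 0.047 (exact permutation test, p = 0.371). Among the autophagy-related genes that were higher, named here after their values were seen, Map1lc3a changed by 0.96 and Lamp2 by 1.30 on the log2 scale. The median of the autophagy list was -0.014 with RLE size factors and 0.70 with library totals alone, close to the median of all genes under each.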

Recent study has shown that ISR-linked pathology in mitochondrial myopathy is associated with stalled autophagy in the advanced stage when mTORC becomes activated^17^. Accordingly, we observed a clear increase in p62/SQSTM1 levels, and a shift in LC3BI/II ratio in *Grpel1*^*skm*−/−^ muscle by Western blot (Fig. 3j).

**Fig. 3:**
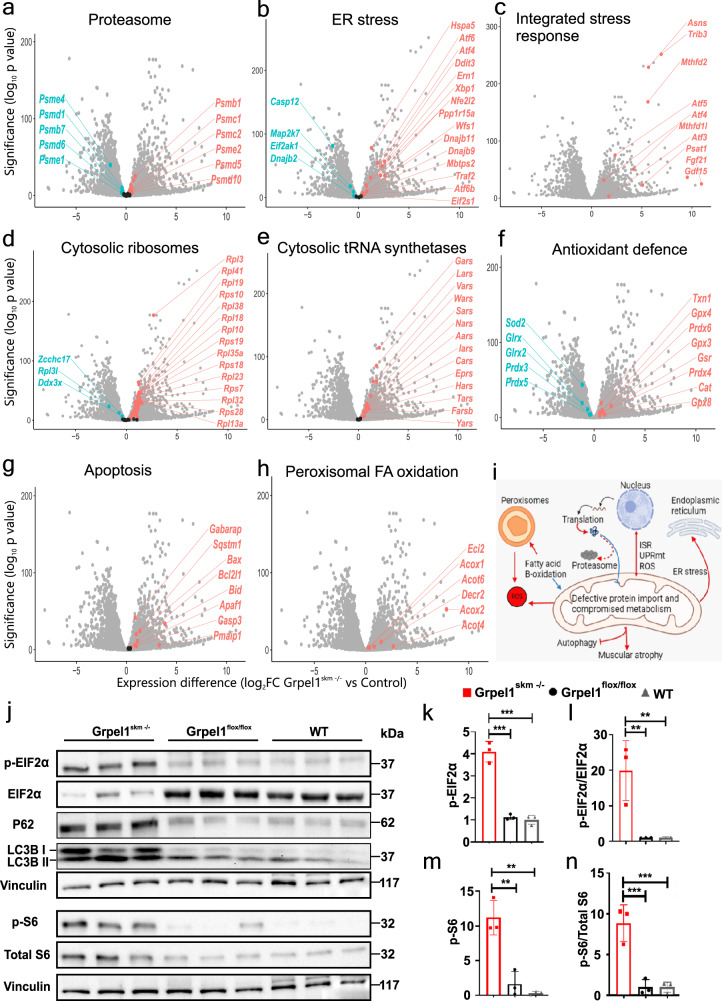
Organelle crosstalk in response to Grpel1 loss in skeletal muscle. **a**–**h** Volcano plots for different pathways indicating changes in gene expression due to loss of *Grpel1* in skeletal muscle. **i** Graphical representation of crosstalk between dysfunctional mitochondrial, due to loss of *Grpel1*, with other cellular organelles. Red color (arrows) indicates upregulation whereas the blue color (arrows) indicates downregulation (Created with BioRender.com). **j** Immunoblot of total protein lysates from QF muscle of *Grpel1*^*skm*−/−^, *Grpel1*^*flox/flox*^ and WT mice. **k**–**n** Quantification of p-EIF2α level, p-EIF2α/total EIF2α ratio, p-S6 level and p-S6/total S6 ratio in skeletal muscle of *Grpel1*^skm−/−^, *Grpel1*^*flox/flox*^ and WT mice. Vinculin was used as the loading control (*n* = 3 per genotype).

### ACOX2 is a peroxisomal ISR marker

Interestingly, we also identified increased gene expression on the peroxisomal beta-oxidation pathway (Fig. 3h). In particular, the peroxisomal Acyl-CoA oxidase 2 (*Acox2*) showed high induction (Figs. 3h and 4a), suggesting that peroxisomal metabolism may be activated in muscle in response to mitochondrial shutdown. 

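Of 21 genes of peroxisomal beta-oxidation, 6 were higher and 5 lower in the libraries labelled knockout at an adjusted p under 0.01, with the same counts adjusted over the list alone. The median log2 fold change was 0.040, with quartiles of -0.48 and 0.41 (limma camera adjusted p = 0.92). Its sign changed between settings, the median being -0.093 over genes with at least 10 reads in every sample and 0.69 with library totals alone. The mean log2 CPM of the list was 4.58 ± 0.33 against 4.18 ± 0.29 (SD, n = 4 each), with overlapping groups (exact permutation test, p = 0.114). The 6 transcripts labelled in Fig. 3h were each higher and past the threshold, and these labels were chosen on the same libraries.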

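Acox2 (Entrez Gene 93732), on chromosome 14 from 8225511 to 8259019 of GRCm38, was at 40.7 ± 10.3 CPM in the libraries labelled knockout and 0.163 ± 0.193 CPM in those labelled control (SD, n = 4 each). Its log2 fold change was 7.82 (standard error 0.41, adjusted p = 3.8e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the 15th largest of the 14012 genes. Control replicate 4 held 7 of the 10 control counts, and without it the log2 fold change was 9.02, while the fits without each of the other 7 libraries gave 7.44 to 7.97. From this induction the paper proposes that peroxisomal metabolism may be activated in response to mitochondrial shutdown.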

ACOX2 is involved in the beta-oxidation of bile acid intermediates, resulting in the CoA esters of cholic and chenodeoxycholic acid^27^. Reminiscent of key ISR markers such as *Fgf21* and *Gdf15*, *Acox2* is barely expressed in normal skeletal muscle, but had high expression in *Grpel1*^*skm*−/−^ muscle. 

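In control replicates 1 to 4, Acox2 had 1, 2, 0 and 7 counts, while knockout replicates 1 to 4, by their labels, had 950, 580, 1184 and 1203. Control replicate 4 was the one control above 3 counts. For comparison, Gdf15 had 1, 0, 1 and 2 counts in the same control libraries.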

*Acox2* expression has not been previously linked to ISR, but we noticed that it was also highly expressed in the *Dars2* knockout mice, which have highly induced ISR owing to impaired mitochondrial translation^13^. According to ChIP-seq data, ATF4 may regulate the expression of *Acox2*^25^. We thus suspected that *Acox2* could be a peroxisomal marker of ISR. To test whether its elevation was specific to mouse muscle, we studied *ACOX2* expression in human skin fibroblasts treated with actinonin, a known ISR inducer that blocks mitochondrial protein synthesis^28^ and induces *ATF4* and *ATF5* expression. Intriguingly, actinonin treatment induced *ACOX2* expression (Fig. 4b), supporting that it has a yet uncharacterized role in proteotoxic stress. Next, we tested if *ACOX2* induction was regulated by ATF4 or ATF5 using siRNA mediated knockdown of these transcription factors. The results showed that actinonin-induced expression of *ACOX2* was repressed by *ATF4* siRNA but not by *ATF5* siRNA (Fig. 4c, d), demonstrating that *ACOX2* is an ATF4-regulated ISR target gene. Taken together, these results indicate that GRPEL1 loss in skeletal muscle activates crosstalk with the nucleus, ER, proteasome and the peroxisomes. However, the activation of the stress responses does not rescue from pro-apoptotic signaling and muscle atrophy (Fig. 3i).

**Fig. 4:**
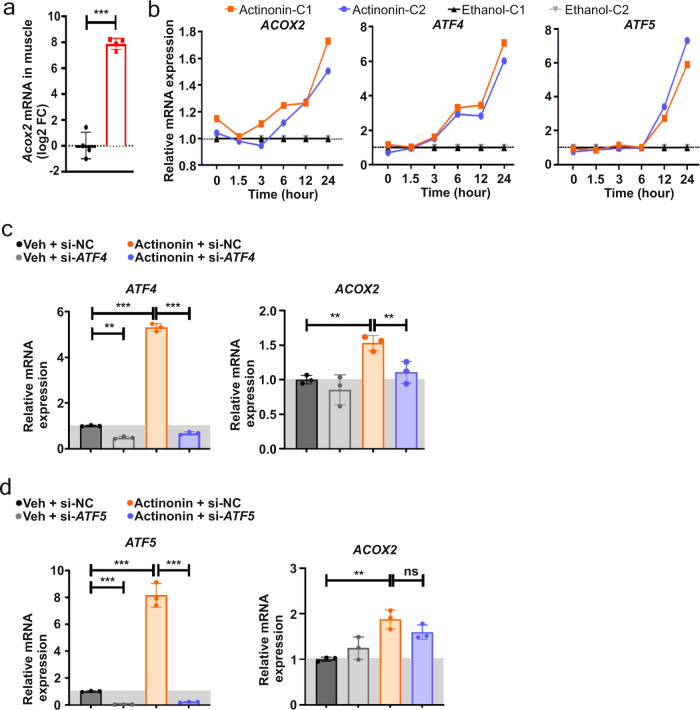
ACOX2 is a peroxisomal marker for ISR. **a** Quantification of *Acox2* mRNA expression in QF muscle of Grpel1^skm −/−^ mice (*n* = 4 per genotype). **b** Timeline showing the induction of *ACOX2*, *ATF4* and *ATF5* mRNA expression in human fibroblasts (C1 and C2 are independent control fibroblast lines) after treatment with actinonin, compared with vehicle (ethanol). **c** Quantification of *ATF4* and *ACOX2* mRNA expression after siRNA-mediated knockdown of ATF4 followed by 24 h of actinonin treatment (*n* = 3 per treatment). **d** Quantification of *ATF5* and *ACOX2* mRNA expression after siRNA-mediated knockdown of ATF5 followed by 24 h of actinonin treatment (*n* = 3 per treatment).

### GRPEL1 loss in skeletal muscle leads to systemic metabolic alterations

Finally, we performed a targeted metabolite analysis of QF and serum to identify tissue-specific and systemic consequences of *Grpel1* loss (Supplementary Data 4). The metabolite profile of *Grpel1*^*skm*−/−^ was substantially different from that of the control mice, both in serum and muscle, as indicated in the PCA plot (Fig. 5a). Most altered metabolites in serum were decreased, whereas in muscle both increases and decreases in metabolite levels were identified (Fig. 5f, h). The results indicated that glycolysis was decreased, and fatty acids (FA, unsaturated FA, and ketone bodies) increased in muscle, suggesting a metabolic shift (Fig. 5b, c, d). A combined analysis revealed a possible metabolite exchange between serum and muscle (Fig. 5b), as some TCA cycle metabolites appeared depleted in serum and increased in muscle (Fig. 5e), although any exchange cannot be concluded without more detailed studies. Altered amino acid metabolism indicated protein breakdown in muscle (Fig. 5c). Creatinine and carnosine were depleted in both serum and muscle, consistent with reduced muscle mass (Fig. 5f, h). Elevation in nucleotide metabolism was detected in muscle (Fig. 5c, h), as previously reported in ISR-linked mitochondrial myopathy^9^. Adenylate–energy charge ratio^29^ in muscle was lower (Fig. 5i), indicating poor energy status. Lower ratio of reduced (GSH) to oxidized (GSSG) glutathione in muscle reflected higher oxidative stress (Fig. 5j). The most increased serum metabolite was taurochenodeoxycholic acid (TCDCA) (Fig. 5f, g), a taurine-conjugated bile acid, which was also reported increased in patients with mitochondrial myopathy^9^. Thus, our results accentuate the link between mitochondrial impairment in skeletal muscle and systemic bile acid dysregulation.

**Fig. 5:**
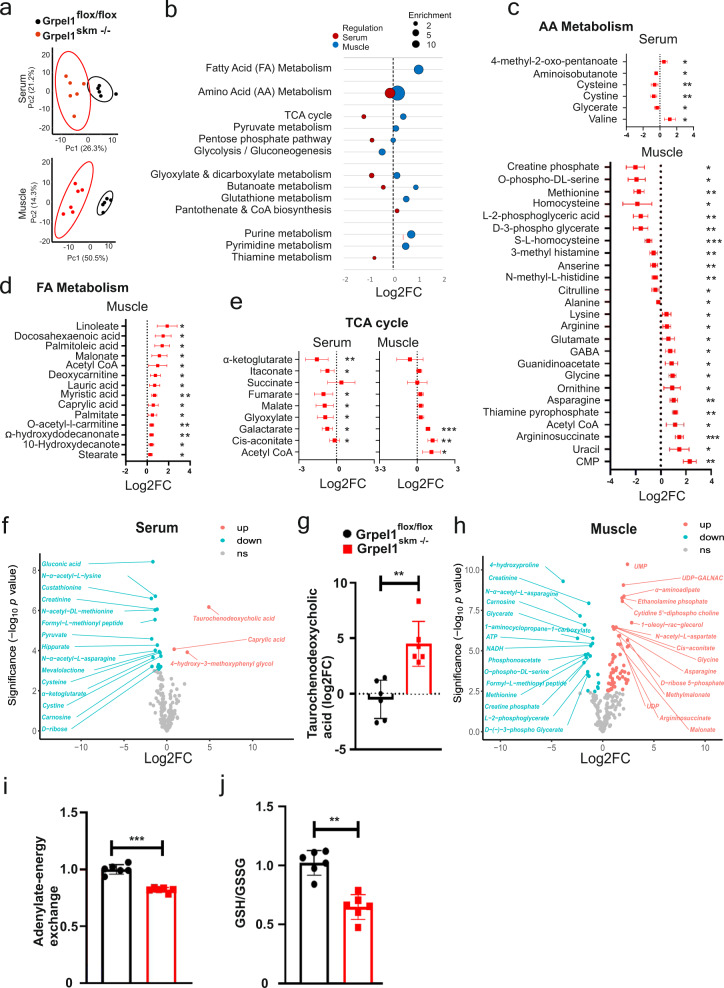
Metabolite profiling of QF muscle and serum of *Grpel1*^skm−/−^mice. **a** PCA plots for metabolite profiling data from serum and QF muscle. The ellipses show 95% confidence intervals (*n* = 6 per genotype). **b** Pathway enrichment analysis of altered metabolites in muscle and serum. Mean fold change of significantly altered metabolites is considered for each pathway. The size of the circle indicates the gene ratio, and color indicates the sample source (red-serum, blue-muscle). **c** Altered metabolites of amino acid (AA) metabolism in *Grpel1*^skm −/−^serum and muscle. **d** Altered metabolites of fatty acid (FA) metabolism in *Grpel1*^skm −/−^muscle. **e** Altered metabolites of TCA cycle in *Grpel1*^skm −/−^ serum and muscle. **f** Volcano plot indicating significantly altered (*p*-value < 0.05) metabolites in *Grpel1*^skm−/−^serum. **g** Quantification of Taurochenodeoxycholic Acid in serum. **h** Volcano plot indicating significantly altered metabolites in *Grpel1*^skm −/−^muscle. **i** The adenylate-energy charge calculated according to^29^ in *Grpel1*^skm−/−^ muscle relative to control. **j** Reduced and oxidized glutathione ratio in *Grpel1*^skm −/−^ muscle relative to control.

## Conclusions

This study shows that GRPEL1 is an essential NEF in mammalian mitochondria and cannot be compensated by GRPEL2. The loss of GRPEL1 induces a robust proteotoxic stress response in the cytosol and also within mitochondrial matrix. These effects can be accounted to inhibited protein import into mitochondria and compromised protein folding by mtHSP70, which leads to accumulation of misfolded and mistargeted proteins, prone to aggregation. The muscle atrophy caused by GRPEL1 loss is very rapid, and thus the associated responses are also pronounced. Therefore, these mice offer a clear-cut model for elucidating the muscle-specific and systemic responses to impaired mitochondrial protein import and folding. We highlight a potential role for Chchd10 in mitochondrial protein import stress, and identify Acox2 as a peroxisomal marker of ISR. This study emphasized the crosstalk between mitochondria and peroxisomes in demand of a metabolic shift when mitochondrial functions become inhibited. The identified survival responses do not rescue the severe phenotype of Grpel1^skm−/−^ mice but may be beneficial in understanding and treating milder muscle pathologies.

## Methods

### Mouse maintenance

Animal experiments were performed in compliance with the national ethical guidelines set by the European Union and were approved by the National Animal Experiment Board (Project Authorisation Board). The ethical practice of handling laboratory animals was strictly followed throughout the procedures. The mice were housed at 22 °C with 12 h light/dark cycles with *ad libitum* access to standard rodent food and water.

### Knockout mouse generation

Embryonic stem cells (ES) with KO first allele targeted for *Grpel1* were obtained from European Mouse Mutant Cell Repository (EuMMCR). ES cells were expanded and then injected into the blastocyst of C57BL/6NCrl mice in Biocenter Oulu Transgenic Core Facility. The chimeras were genotyped and bred to generate the *Grpel1* heterozygotes (*Grpel1*^+/-^), which were then intercrossed in attempt to generate the whole-body homozygous knockout of *Grpel1* (*Grpel1*^−/−^). To remove the Neo cassette, *Grpel1*^+/-^ mice were crossed with transgenic mice expressing Flp recombinase. The mice without Neo cassette were then bred with HSA-Cre-ERT2 mice, which express tamoxifen-inducible Cre-ERT2 recombinase under the control of Human skeletal muscle α-actin gene (HSA)^30^. Tamoxifen (Sigma: T5648) was dissolved in corn oil (Sigma: C8267) (20 mg/ml) by gently shaking at 37 °C overnight and stored at −20 °C. For injection, 5-week-old mice were given 100 µl of tamoxifen for 5 consecutive days with a 22 g syringe, intraperitoneally (IP). The mice were then kept in quarantine for 3 days. After quarantine, the mice were transferred to new cages and monitored. Body weights were recorded before and after the treatment every week.

### Whole-body metabolism and body composition

Oxymax Comprehensive Lab Animal Monitoring System (CLAMS; Columbus Instruments) was used to measure the oxygen consumption, carbon dioxide production and spontaneous activity of the mice. The mice were kept in individual cages that were regulated for temperature ( + 22 °C) and parameters were recorded for 24 h, following an overnight adaptation before recordings. The body composition, i.e., fat and lean mass, of the mice was estimated with Bruker minispec LF50 Body Composition Analyzer.

### Grip strength

Muscle strength was determined with a grip strength meter. The mouse was placed over the grid, gently pulled by its tail, and allowed to grasp the mesh grid by its fore and hind limbs. Six consecutive measurements were performed with a minute interval for each mouse. The mean maximal grip strength was recorded and then normalized to the body weight of individual mouse.

### Glucose and insulin tolerance tests

A 6 h fasting period was set for the glucose tolerance test by removing food from the cages. The basal blood glucose was measured by tail vein puncture and then the mice were given glucose (1 g/kg of body weight) by IP injection. The blood glucose levels were measured at 15, 30, 60, 90, and 120 min with a glucometer (Accu-Chek Aviva Glucose Meter, Roche). For the insulin sensitivity test, basal blood glucose level was measured by puncturing the tail vein. Then the mice were given intraperitoneal insulin injection (0.8 U/kg of body weight) (Novolin R, Novo Nordisk) and the blood glucose was measured at 15, 30, 60, 90, and 120 min after the injection.

### Histology

After the tissue samples were collected, they were fixed in 10% buffered formalin for one to three days at 4 °C. Tissues were then processed and paraffinized using Sakura Tissue-Tek VIP processor and next day embedded in paraffin blocks. For Hematoxylin and Eosin (HE) staining^14,31^, the tissue blocks were sectioned and stained with Hematoxylin for 1 min and with Eosin for 2 min, with washes in between the stains. Dehydration was done with absolute EtOH, cleared with xylene. The sections were then mounted with Pertex mounting medium (Histolab 00811). For the analysis of collagenization in skeletal muscle, paraffin samples were stained with Picrosirius Red staining. Samples were first de-paraffinized with xylene and rehydrated using descending EtOH series. After rehydration, samples were stained with Weigert´s haematoxylin for 8 min to stain nuclei and then stained with 0.1% Sirius Red (Sigma, 365548) in 1.3% picric acid for one hour. Samples were then washed twice with acidified water (5 ml acetic acid in one liter of distilled water), dehydrated with ascending EtOH series, cleared with xylene and mounted with Pertex mounting medium (Histolab 00811). For the stainings of cytochrome c oxidase (COX) and succinate dehydrogenase (SDH) activities^14,31^, the tissues were freshly embedded in small amount of OCT medium (Tissue-Tek) and frozen in 2-methylbutane bath in liquid nitrogen. After freezing tissues were embedded with bigger amount of OCT and kept in −20 °C. The sectioning was done using Leica CM3050S cryostat. The muscle sections were incubated for 30 min in COX and 40 min in SDH straight on the object glass and washed in between. Dehydration was done with ascending EtOH series, cleared with xylene and then mounted with Pertex mounting medium (Histolab 00811). All the stained sections were imaged by Axioplan 2 Universal Microscope (Zeiss).

### Immunohistochemistry

Immunohistochemistry was done both from formalin-fixed paraffin embedded samples and frozen samples. Formalin-fixed paraffin embedded samples were first deparaffinized and rehydrated using xylene and descending EtOH series. Antigen retrieval was done by heating the samples 15 min in pressure cooker at 95 °C in 10 mM EDTA or 0.1 M citrate buffer, pH 6. Frozen samples were first dried 20 min at room temperature and rinsed with 0.1% PBS-Triton-X. After this all steps were the same for both sample types. Nonspecific staining was blocked by incubating samples in blocking buffer (1.5% Normal goat serum  + 5% fetal bovine serum in 0.1% PBS-Triton X-100) for 1 h at room temperature. The primary antibodies were diluted in Dako antibody diluent (Agilent S3022) and incubated overnight at  + 4 °C. The following primary antibodies were used: anti-GRPEL1 (NBP1-54665, Novus Biologicals), mouse anti-SDHA (ab14715, Abcam), rabbit anti-CHCHD10 (HPA003440, Sigma). Next day samples were washed three times with 0.1% PBS-Triton X-100 and secondary antibodies were diluted in Dako antibody diluent and incubated 30 min at RT. The samples were then washed 3x with 0.1% PBS-Triton X-100 and mounted with Vectashield mounting media with DAPI (Vector laboratories H-1200). Images were taken with Leica DM5000B wide field microscope.

### Mitochondrial DNA copy number analysis

Total DNA was extracted from snap frozen QF muscle of control and *Grpel1*^*skm−/−*^ mice by phenol-chloroform extraction method and quantified using Spectrophotometer (DeNovix, DS-11 Series). 30 ng of isolated DNA was used as template. The mitochondrial DNA was quantified by amplifying the mitochondrial *12* *S* rRNA gene and normalized to nuclear *RBM15* gene. Primers used were: *12S*_Forward: AGGAGCCTGTTCTATAATCGATAAA, *12* *S*_Reverse: GATGGCGGTATATAGGCCGAA, *RBM15*_Forward: GGACAGTTTTCTT GGGCAAC and *RBM15*_Reverse: AGTTTGGCCCTGTGAGACAT.

### High-resolution respirometry

Total tissue lysates were used in Oroboros for respiration measurement. Tissue lysates in MiR05 (0.5 mM EGTA, 3 mM MgCl_2_, 60 mM K-lactobionate, 10 mM KH_2_PO_4_, 20 mM HEPES, and 110 mM sucrose, pH 7.1) were taken to the chamber. We measured the response in oxygen flux for CI-coupled respiration after adding malate (final concentration 2 mM), pyruvate (10 mM), glutamate (20 mM), ADP (5 mM), and cytochrome C subsequently into the chamber. The CI + CII coupled respiration was measured with the addition of succinate (10 mM). Subsequent addition of carbonylcyanide-4-(trifluoromethoxy)-phenylhydrazone (FCCP) (2 mM) provided maximal respiration (CI + CII uncoupled respiration) of mitochondria. Basal respiration was measured by inhibiting the reaction with rotenone (0.1 μM) and antimycin (2.5 μM). Total protein concentration of tissue lysate was used for normalization.

### Respiratory chain enzyme activity measurements

Isolated mitochondria were used for measuring RC complex activity. We isolated the mitochondria from skeletal muscle and followed the protocol of Spinazzi et al. 2012^32^ for the measurement of enzymatic activity of CI-CIII. Complex IV activity was measured using Oroboros from flux response to ascorbate (10 μM) and TMPD (2.5 μM) after inhibiting CIII with antimycin A. The complete reaction was compromised by adding Azide (50 μM) to the chamber. We normalized the enzyme activities to total protein concentrations.

### Immunoblotting

The tissue samples were snap frozen in liquid nitrogen and stored in −80 °C. About 20 mg of snap frozen tissues were taken and homogenized in RIPA buffer (Cell signaling technology) containing Halt™ Protease-inhibitor Cocktail (ThermoFisher) with Fast Prep w-24 Lysing Matrix D (MP Biomedical) and Precellys w-24 (Bertin Technologies). Protein concentrations were quantified with Bradford method (Bio-Rad). 20 μg of protein per sample were loaded into 10% stain free polyacrylamide gels (Bio-Rad) and transferred to nitocellulose membranes using transfer-blot turbo transfer system (Bio-Rad). The membranes were then blocked with 5% milk in 1X TBS-T to avoid nonspecific binding. The primary antibodies were prepared in 1% BSA/TBS-T with the concentrations recommended by the manufacturers. After subsequent washing, membranes were incubated with following primary antibodies overnight at + 4 °C: rabbit anti-GRPEL1 (NBP1-54665, Novus Biologicals), goat anti-HSP60 (sc-1052, Santa Cruz Biotechnology), rabbit anti-GAPDH (14C10, Cell Signaling), rabbit anti-CHCHD10 (HPA003440, Sigma), rabbit anti-EIF2α (ab26197, Abcam), rabbit anti-p-EIF2α (phospho S51) (ab32157, Abcam), rabbit anti-S6 ribosomal protein (2217, Cell signaling), rabbit anti-phospho-S6 ribosomal protein (Ser 240/244) (5364, Cell signaling), rabbit anti-LC3B (NB600-1384, Novus Biologicals), mouse anti-vinculin (V9264, Sigma) and mouse anti-p62 (2C11, Abnova). Membranes were washed and then incubated with respective HRP conjugated secondary antibodies for 1 h in room temperature. The Clarity Western ECL Substrate (BioRad) was used to develop protein band signals, detected by Chemidoc XRS + Molecular Imager (Bio-Rad). Quantification was done with the ImageLab software (Bio-Rad).

### Mitochondrial fatty acid oxidation measurement

The QF muscle samples (100 mg) were homogenized in STE buffer (0.25 M sucrose, 10 mM Tris, 1 mM EDTA) and mitochondria were isolated. The isolated mitochondrial fraction was incubated in a reaction buffer (14^C^-radiolabeled oleic acid (NEC317250UC- Perkin Elmer), 2 mM ATP, and 0.5 mM dithiothreitol) for 40 min at 37 °C. The CO_2_ released from fatty acid oxidation were trapped in 1 M NaOH-soaked filter paper and measured for acid-soluble metabolites using a scintillation counter.

### Transmission electron microscopy

The tissue samples were fixed in 2.5% glutaraldehyde for 2 h and stored in 2% PFA at 4 °C. Tissue samples were embedded into blocks, cut into thin sections and stained according to the standard procedure of the Electron Microscopy Unit of the Institute of Biotechnology, University of Helsinki. JEOL JEM-1400 Plus transmission electron microscope was used for imaging and ImageJ software for quantifications.

### RNA isolation and sequencing

Total RNA was isolated from snap frozen QF with miRNAeasy RNA extraction kit (Qiagen). The tissue samples were homogenized using Fast Prep w-24 Lysing Matrix D (MP Biomedical) and Precellys w-24 (Bertin Technologies). The NEBNext Ultra II Directional RNA Library Prep Kit for Illumina was used to generate sequencing libraries. From 1 µg of total RNAs, the polyadenylated mRNAs were captured with NEBNext Poly(A) mRNA Magnetic Isolation Module. The captured mRNAs were fragmented and then primed with random primers to generate the cDNA. The Agencourt AMPure XP beads were used to purify the double stranded cDNA. The end-prep reaction was performed using the end-prep reaction buffer and enzyme mix. The final PCR enrichment was carried after the adaptor ligated DNA went through a bead-based size selection. The amplified library was then purified using AMPure XP Beads and its quality was assessed by TapeStation (Agilent High Sensitivity D5000 assay) and library quantity by Qubit. The prepared libraries were then sequenced with Illumina NextSeq500-system (Mid Output 2 × 75 bp).

Raw data (bcl-files) was demultiplexed with bcl2fastq2 (v2.20.0.422; Illumina), removing adapter sequences and excluding reading reads that were too short (< 35 bp). Additional trimming for remaining adapter sequences, ambiguous (N) and low-quality bases (Phred score < 25) was done using cutadapt^33^. We also excluded read pairs that were too short (< 25 bp) after trimming. The filtered read pairs were mapped to the mouse reference genome (GRCm38) with STAR (v. 2.5.4b)^34^. Gene expression was analysed with R (v.4.1.1)^35^. Read pairs mapping to exons were used to extract gene expression counts using Rsubreads (v.2.6.4)^36^. Duplicates, chimeric and multimapping reads were excluded, as well as reads with low mapping score (MAPQ < 10). The read count data was analyzed with DESeq2 (v.1.32.0)^37^, comparing knockout to wild type. Genes with low read depth (< 50 reads in total) were excluded.

The volcano plots were generated with ggplot2 (v.3.3.5)^38^ using the fold change and p values obtained from DESeq2. PCA was calculated with prcomp using log1p-transformed normalized counts. The differentially expressed genes (FDR < 0.01) were analyzed for enrichment separately for the up- and down-regulated genes using clusterProfiler^39^ against the Reactome pathways^40^, KEGG^41^, Gene ontology^42^ and WikiPathways^43^.

### Actinonin treatment

Human skin fibroblasts obtained from two healthy volunteers were used for the experiments (C1 and C2). Briefly, cells were cultured at 37°C, in a humidified atmosphere, normoxia and 5% CO_2_. Fibroblasts were maintained in DMEM media (Lonza #12-614 F) supplemented with 2mM L-glutamate (Life Technologies #250300081), 10% FBS (Life Technologies #10270106), 1x penicillin/streptomycin (Life Technologies #15140122) and 50 µg/ml uridine (Sigma #U3003). Once confluent, fibroblasts were treated with 150 μM actinonin (Sigma, A6671) for 24 h and samples were collected at 0 h, 1.5 h, 3 h, 6 h, 12 h and 24 h. Ethanol was used as vehicle for actinonin. After treatment, fibroblasts were manually collected by scraping on ice and samples were stored at −80 °C until further processing. Total RNA from fibroblast cultures was isolated using NucleoSpin RNA extraction kit (Macherey-Nagel). RNA was reverse transcribed with Maxima first strand cDNA synthesis kit (Thermo Fisher). cDNA levels were analyzed by qRT-PCR amplification. Primers used were: *ACOX2* forward - AACCCAGGGGATCGAGTGT, *ACOX2* reverse – CGCAGCTCAGTGTTTGGGAT, β-actin forward – ATGCTCCCCGGGCTGTAT, β-actin reverse – CATAGGAGTCCTTCTGACC CATTC, *ATF4* forward, AGTGGCATCTGTATGAGCCCA, *ATF4* reverse – GCTCCTATT TGGAGAGCCCCT and *ATF5* forward – CTGGCTCCCTATGAGGTCCTTG, *ATF5* reverse – GAGCTGTGAAATCAACTCGCTCAG.

### siRNA mediated knockdown

The siRNAs used for the knockdown of ATF4, ATF5 and non-targeting (NC) were synthesized by DharmaconTM (Cambridge, UK). Initially the targeting efficiencies of siRNAs were tested at different concentrations and 20 nM concentration of each siRNA was chosen for actinonin treatment experiment. The inhibition efficiencies were detected by RT-qPCR. The siRNAs were transfected in human control fibroblasts (60−70% confluent) to a final concentration of 20 nM using Polyplus jetPRIME® transfection reagent (NY, USA). After 24 h of transfection, the cells were treated with actinonin (150 μM) for 24 h. The cells were then collected for RNA extraction, and the expression levels of *ATF4*, *ATF5* and *ACOX2* were quantified by RT-qPCR.

### Metabolite profiling

Mice were terminally anaesthetized with Pentobarbital (100 mg/kg) and blood was collected by heart puncture. The blood collection tubes were kept in ice for 15 min with serum separator and clot activator (MiniCollect Tube, Breiner-bion-one, 450533). The tubes were centrifuged at 5000RPM for 10 min and serum was transferred to a new tube and was kept at −80 °C until use. QF samples were collected from the same set of anaesthetized mice and snap frozen and kept at −80 °C until use. The metabolites were extracted from 20 mg mouse skeletal muscle (QF) tissue using 2 ml Precellys homogenization tube (Bertin Technologies,) with 2.8 mm ceramic (zirconium oxide) beads with 400 µl of cold extraction solvent (Acetonitrile:Methanol:H_2_O; 40:40:20). Subsequently, the samples were homogenized using tissue homogenizer (Bertin Technologies,) for 3 cycles (30 sec at 5500 rpm with 60 sec pause, at 4 °C). Furthermore, the homogenized samples were centrifuged at 14000 rpm at 4 °C for 5 min. For mouse serum, metabolites were extracted from 50 ul serum with 400 µL of cold extraction solvent (ACN:MeOH:H2O). After centrifugation the supernatant was loaded into Phree Phospholipid removal 96-well plate (8E-S133-TGB, Phenomenex) and passed through using robotic vacuum. The samples were analyzed with Thermo Vanquish UHPLC coupled with Q-Exactive Orbitrap quadrupole mass spectrometer equipped with a heated electrospray ionization (H-ESI) source probe (Thermo Fischer Scientific). A SeQuant ZIC-pHILIC (2.1 × 100 mm, 5 μm particle) column (Merck) was used for chromatographic separation. Gradient elution was carried out with a flow rate of 0.100 ml/min with using 20 mM ammonium hydrogen carbonate, adjusted to pH 9.4 with ammonium solution (25%) as mobile phase A and acetonitrile as mobile phase B. The gradient elution was initiated from 20% Mobile phase A and 80% of mobile phase B and maintained for 2 min., after that 20% Mobile phase A was gradually increased up to 80% for 17 min. Then Mobile phase A was decreased from 80% to 20% in 17.1 min and maintained up to 24 min. The column oven and auto-sampler temperatures were set to 40 ± 3 °C and 5 ± 3 °C, respectively. MS was equipped with a heated electrospray ionization (H-ESI) source using polarity switching and the following settings: resolution of 35,000, the spray voltages: 4250 V for positive and 3250 V for negative mode, the sheath gas: 25 arbitrary units (AU), and the auxiliary gas: 15 AU, sweep gas flow 0, Capillary temperature: 275 °C, S-lens RF level: 50.0. Instrument control was operated with the Xcalibur 4.1.31.9 software (Thermo Fischer Scientific).

In the data processing, the final peak integration was done with the TraceFinder 4.1 software (Thermo Fischer Scientific) using confirmed retention times of 462 in-house metabolites library developed using library kit MSMLS-1EA (Merck). For further data analysis, the peak area data was exported as excel file. The data quality was monitored throughout the run using pooled sample as Quality Control (QC) prepared by pooling 5 µL from each suspended samples and interspersed throughout the run as every 10th sample. After integration of QC serum data with TraceFinfer 4, the detected metabolites were checked for peak, % RSD were calculated, and acceptance limit was set to ≤ 30%. Blank samples for carryover were injected after every fifth randomized samples to monitor the metabolites carryover effect and calculated against the mean QC area and acceptance limit was set ≤ 20% for each metabolite. Background % noise was calculated with respect to first blank against the mean QC area and acceptance limit was set ≤ 20% for each metabolite.

### Metabolite data analysis

The data was analysed with Metaboanalyst 5.0, and the missing variables were imputated using KNNVAR. The values were normalised to the tissue weight, Log10 transformed and auto scaled. Following statistical analysis were performed: Univariate analysis methods: *t*-tests (FDR-adjusted p-value threshold 0.05, volcano plot (FC > 2, *t*-tests *p*-value < 0.05); Multivariate analysis methods: principal component analysis (PCA) and clustering analysis: heatmap (distance measure using euclidean, and clustering algorithm using ward.D). The differential expression was analyzed with lmFit using contrasts to compare knockout to wild type within each sample type. The differentially expressed metabolites (FDR < 0.01) were visualized with a volcano plot generated with ggplot2 (v.3.3.5). PCA was calculated with prcomp using the voom-normalized expression values. The enrichment analyses were performed for significantly altered metabolites (*P* < 0.05) using Metaboanalyst 5.0 (https://www.metaboanalyst.ca/) against KEGG database. To visualize pathway changes, bubble maps of enriched metabolites (significantly different *P* < 0.05) with mean log_2_ fold change (FC) were generated. Individual pathways or metabolites are plotted with mean log_2_FC and standard deviation.

### Statistics and reproducibility

The data are presented as mean ± SD, unless stated otherwise. The statistical analyses were performed with student’s *t*-test, and one-way or two-way ANOVA or as indicated in the figure legends. *P*-values less than 0.05 were considered significant. The significant differences between data or groups are indicated in the figures by *P < 0.05, **P < 0.01, ***P < 0.001. Statistics was performed with GraphPad Prism 9.2.0. The data analysis for RNA sequencing and metabolite profiling are explained in the respective method sections.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplemental Material

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

## Data Availability

The results from the gene expression analysis together with the raw sequences have been deposited to GEO, accession GSE198540. The list of differentially expressed genes is in Supplementary Data 1 file. The pathway enrichments of the transcriptome data are in Supplementary Data 2 file. Transcriptome data for MitoCarta3.0 genes is in Supplementary Data 3 file. Metabolite profiling data from serum and muscle are in Supplementary Data 4 file. Source data underlying the graphs are provided in the Supplementary Data 5 file. Images of uncropped WB raw data are provided in Supplementary Figs. 5–7.

# Supplementary material for: Inter-organellar and systemic responses to impaired mitochondrial matrix protein import in skeletal muscle
**Source:** Commun Biol. 2022 Oct 5;5:1060. doi: 10.1038/s42003-022-04034-z
**Supplement:** Supplementary file 1 — Supplemental Material

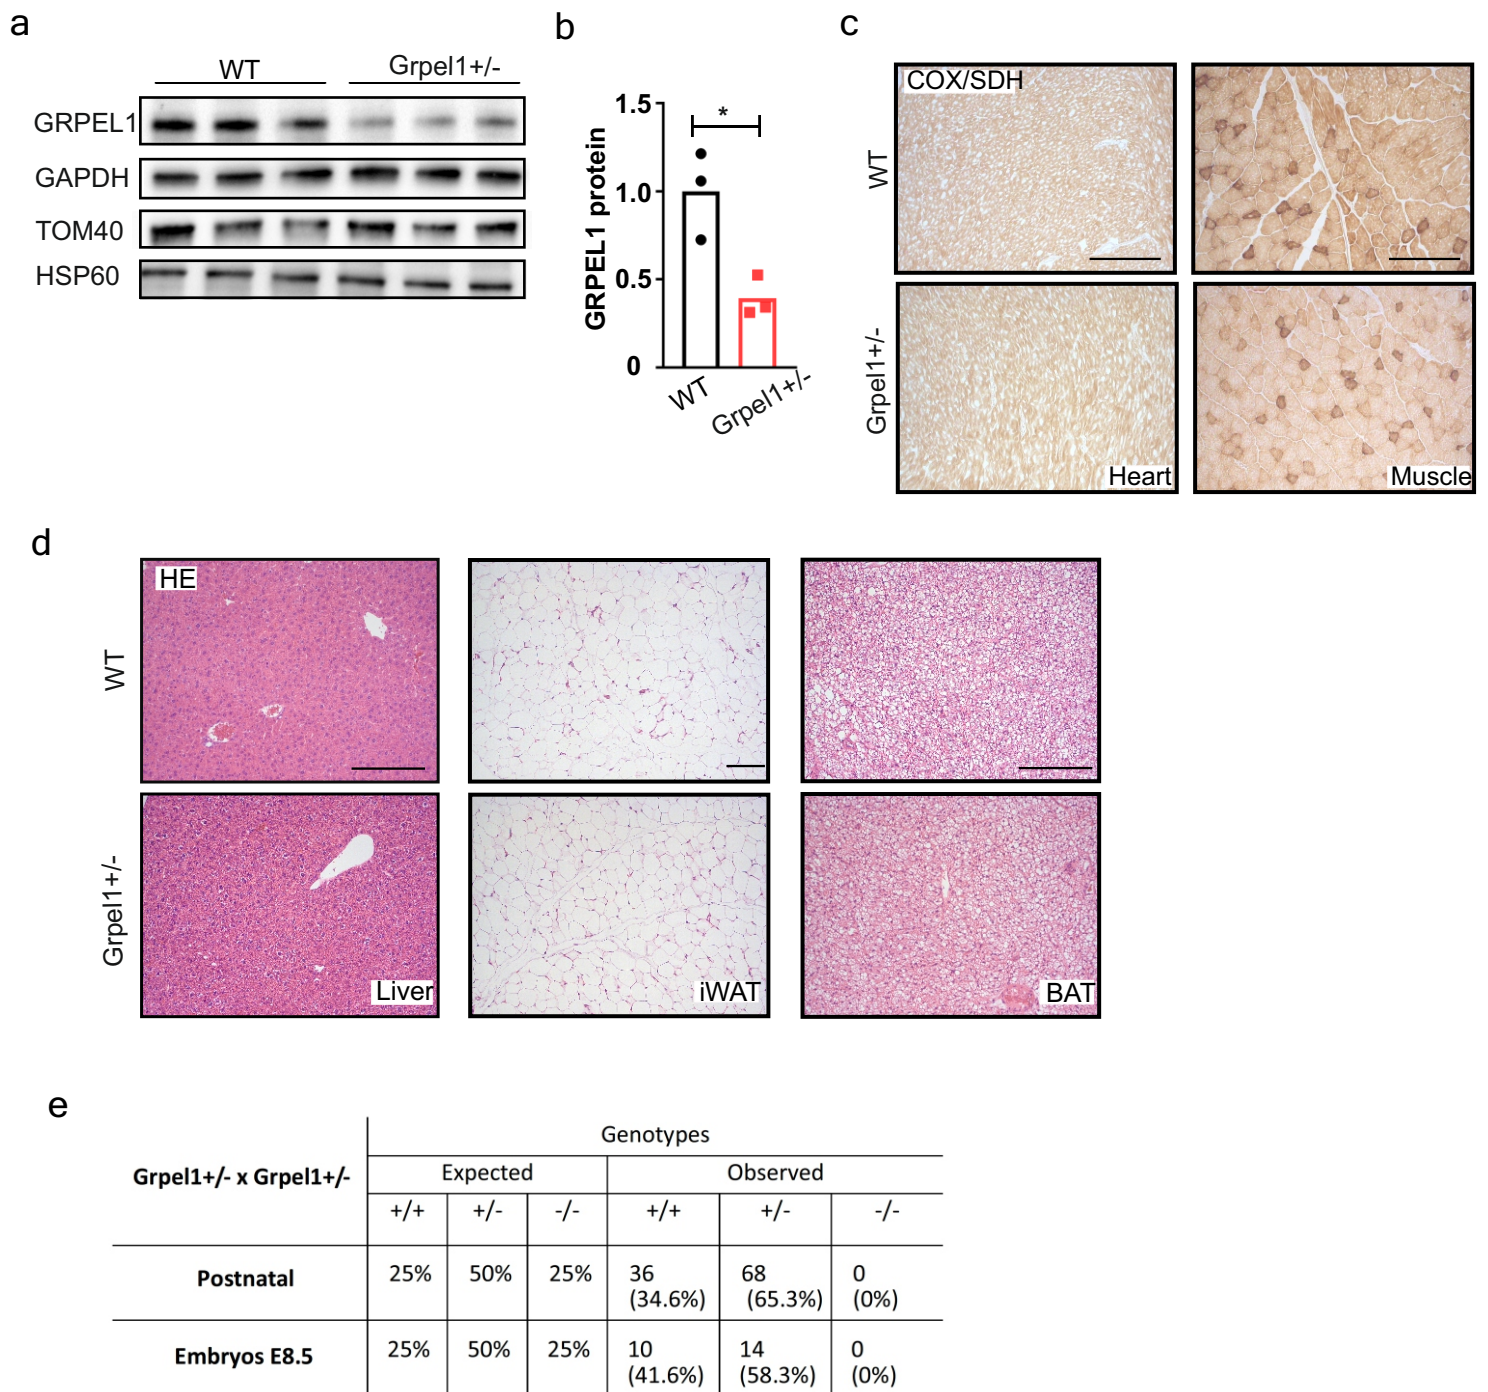

**Supplementary Fig. 1: Characterization of heterozygous Grpel1 knockout mice**

- a)** Representative immunoblot showing reduced GRPEL1 in liver of heterozygous mice.
- b)** Quantification of GRPEL1 protein level in heterozygous mice.
- c)** Representative COX/SDH staining of the heart and skeletal muscle of 1-year-old wildtype and Grpel1<sup>+/-</sup> mice.
- d)** Representative Hematoxylin/Eosin staining of liver, inguinal white adipose tissue (iWAT) and brown adipose (BAT) of 1-year-old wild type and Grpel1<sup>+/-</sup> mice.
- e)** Punnett square showing the genotypes of the offspring from crossing of Grpel1<sup>+/-</sup> mice. No Grpel1<sup>-/-</sup> pups or E8.5 embryos were found.

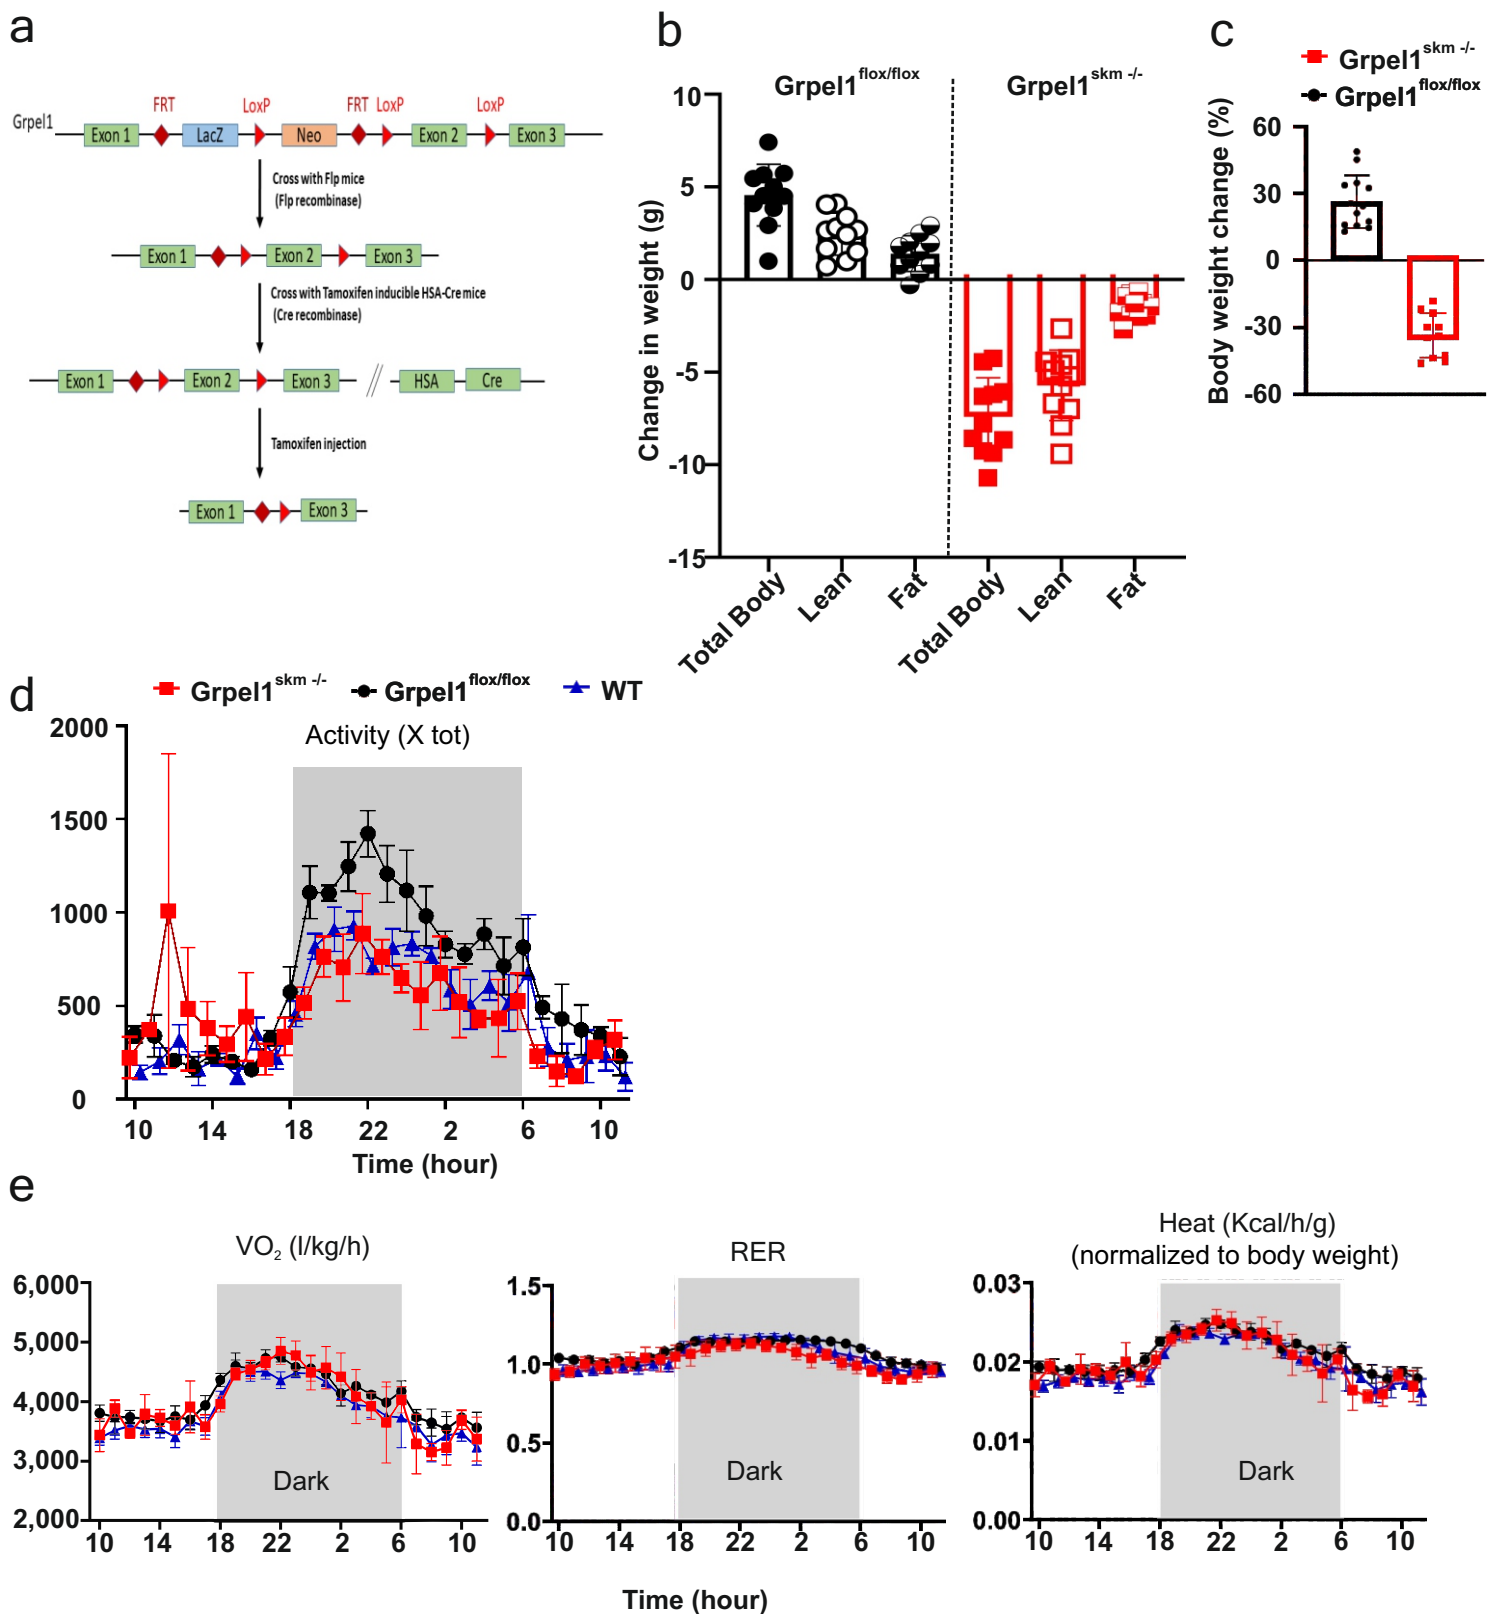

**Supplementary Fig. 2: Body composition and indirect calorimetry studies of *Grpel1*<sup>skm -/-</sup> mice**

- a)** Schematic representation of the *Grpel1*<sup>skm -/-</sup> first allele.
- b)** Body composition analysis of *Grpel1*<sup>skm -/-</sup> at the time of tamoxifen injections and at sacrifice point showing the change in weight in total body weight and in lean and fat, in comparison to control mice (n=11 per genotype).
- c)** Percentage change in total body weight
- d)** Indirect calorimetry data showing the spontaneous activity of mice in the cage, two weeks after the tamoxifen injections (n=6 per genotype).
- e)** Oxygen consumption, respiratory exchange ratio (RER) and heat production in *Grpel1*<sup>skm -/-</sup> compared to the controls, after two weeks of tamoxifen injections measured with indirect calorimetry. Error bars represent the standard deviation.

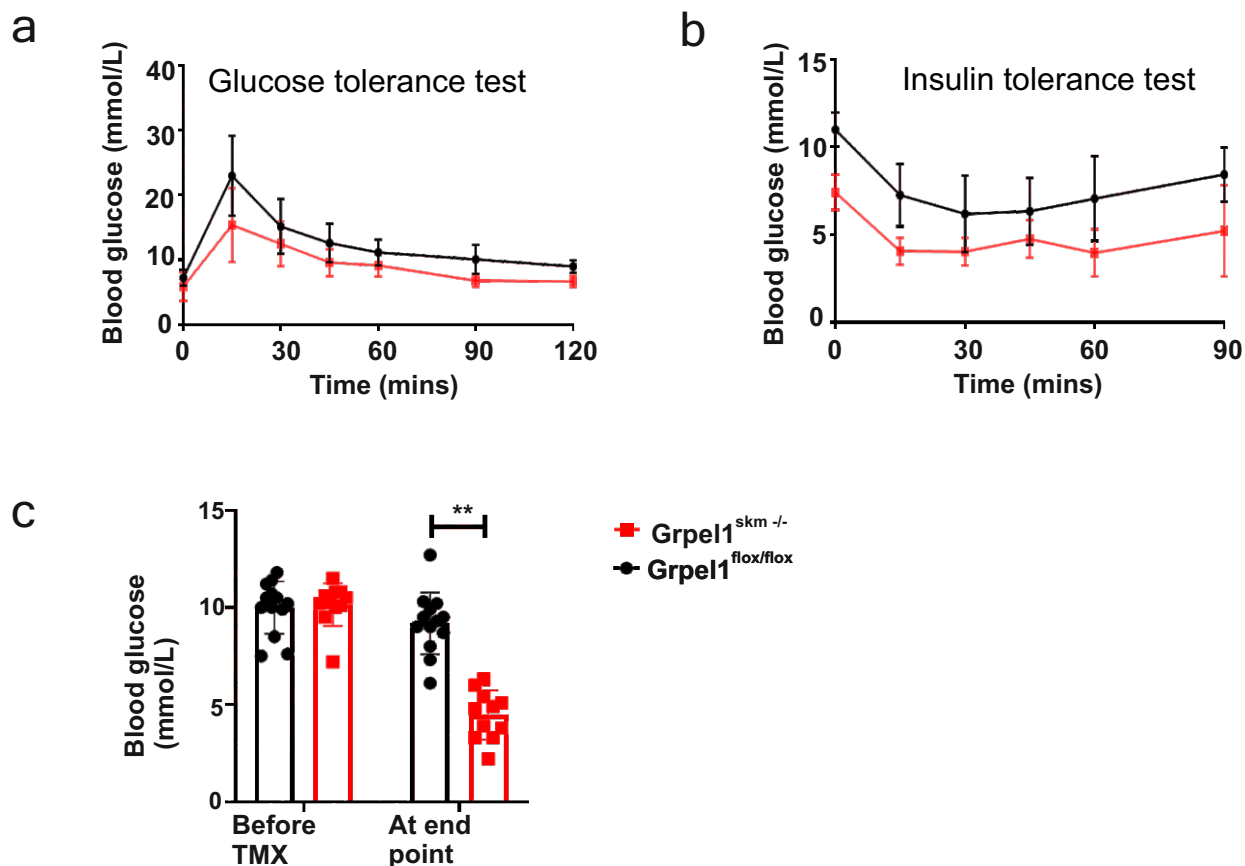

**Supplementary Fig. 3: Blood glucose measurement and glucose and insulin tolerance test *Grpel1<sup>skm-/-</sup>* and control mice**

**a)** Fasting (6 hour) glucose tolerance test in *Grpel1<sup>skm-/-</sup>* and control mice (n=5 per genotype).

**b)** Insulin tolerance test in *Grpel1<sup>skm-/-</sup>* and control mice (n=5 per genotype)

**c)** Non-fasted blood glucose level before tamoxifen injections and at sacrifice (end) point (n=10-12 per genotype).

Error bars represent the standard deviation.

a

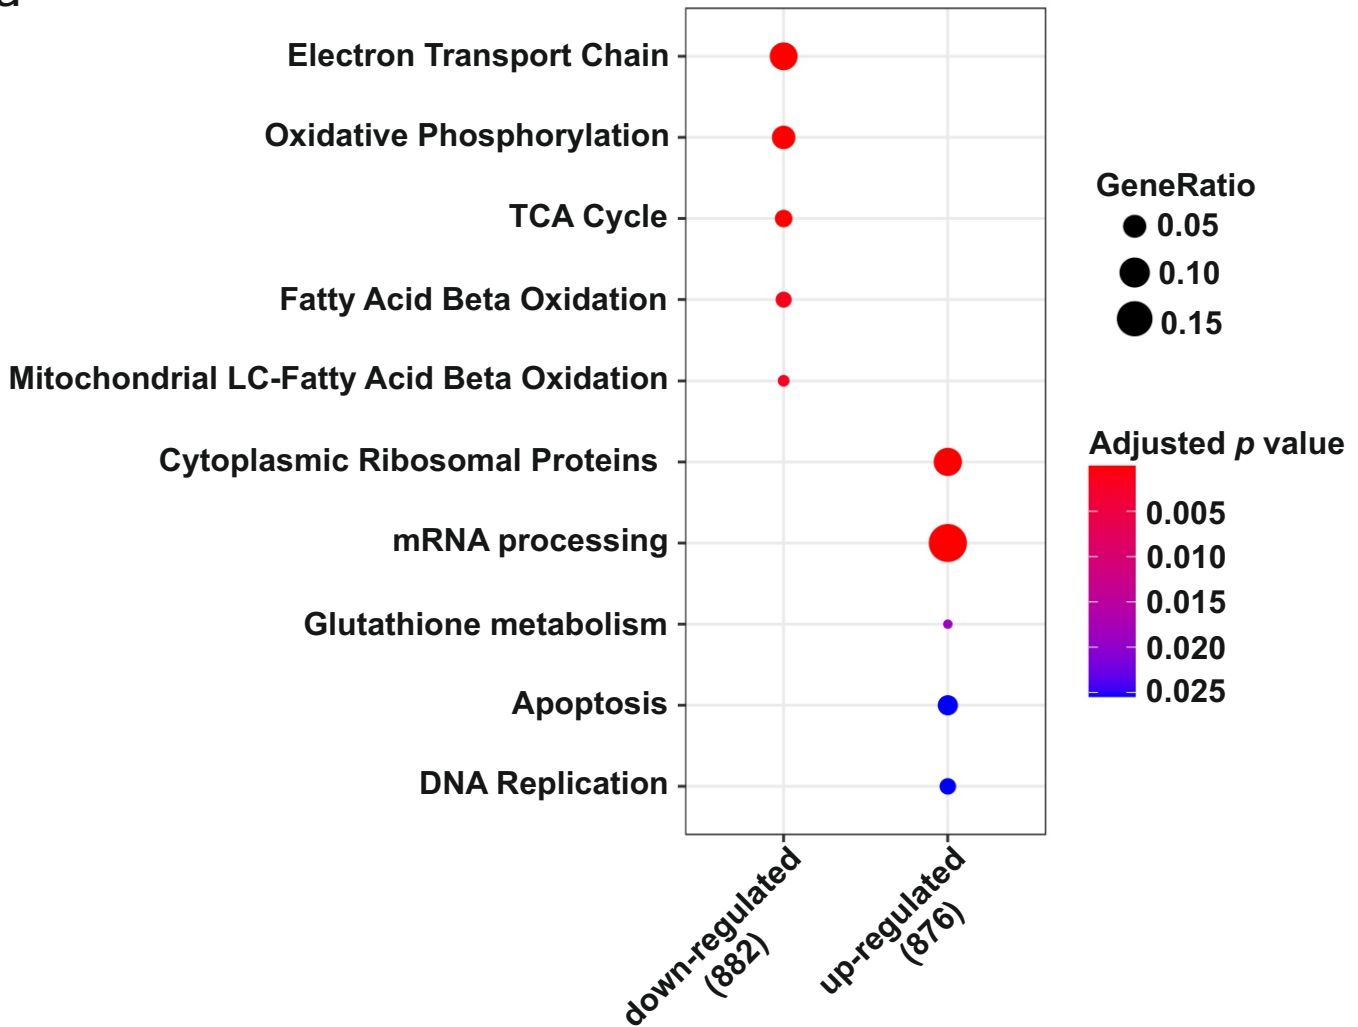

#### Supplementary Fig. 4: Pathway enrichment analysis

a) WikiPathways analysis of gene expression of *Grpel1*<sup>skm<sup>-/-</sup></sup> mice in comparison to control mice, highlighting the downregulation of metabolic pathways and upregulation of transcripts of cytoplasmic protein synthesis. The full results of the enrichment analysis against the Reactome pathways, KEGG, Gene ontology and WikiPathways are in Supplementary Data 2.

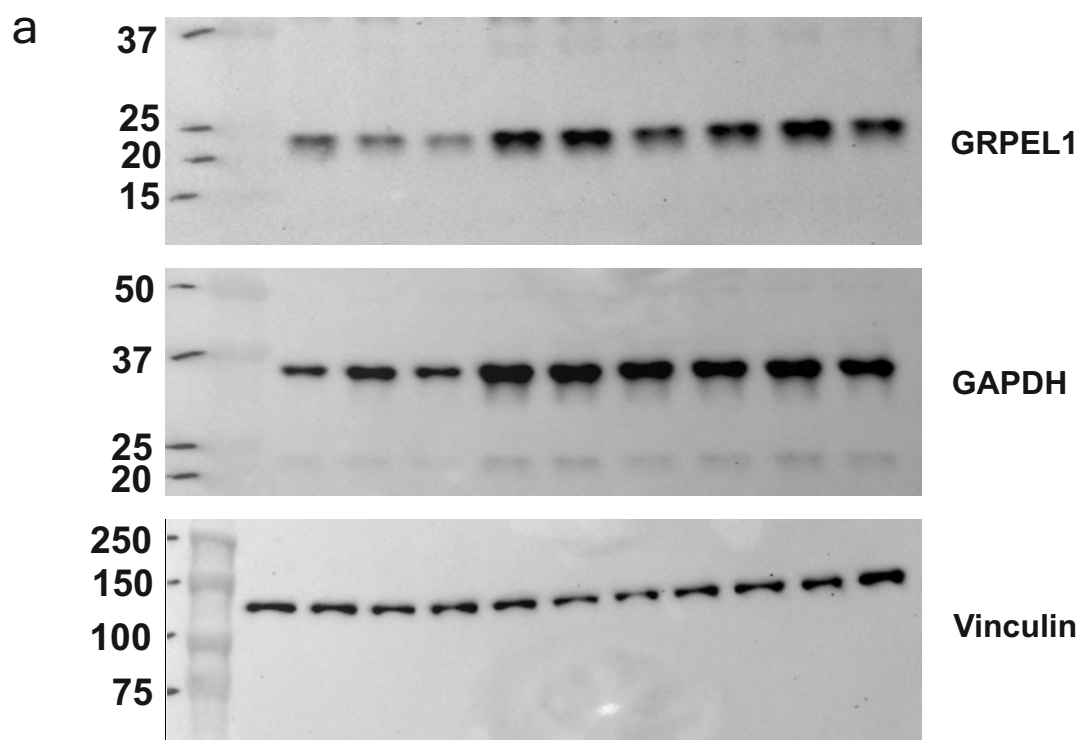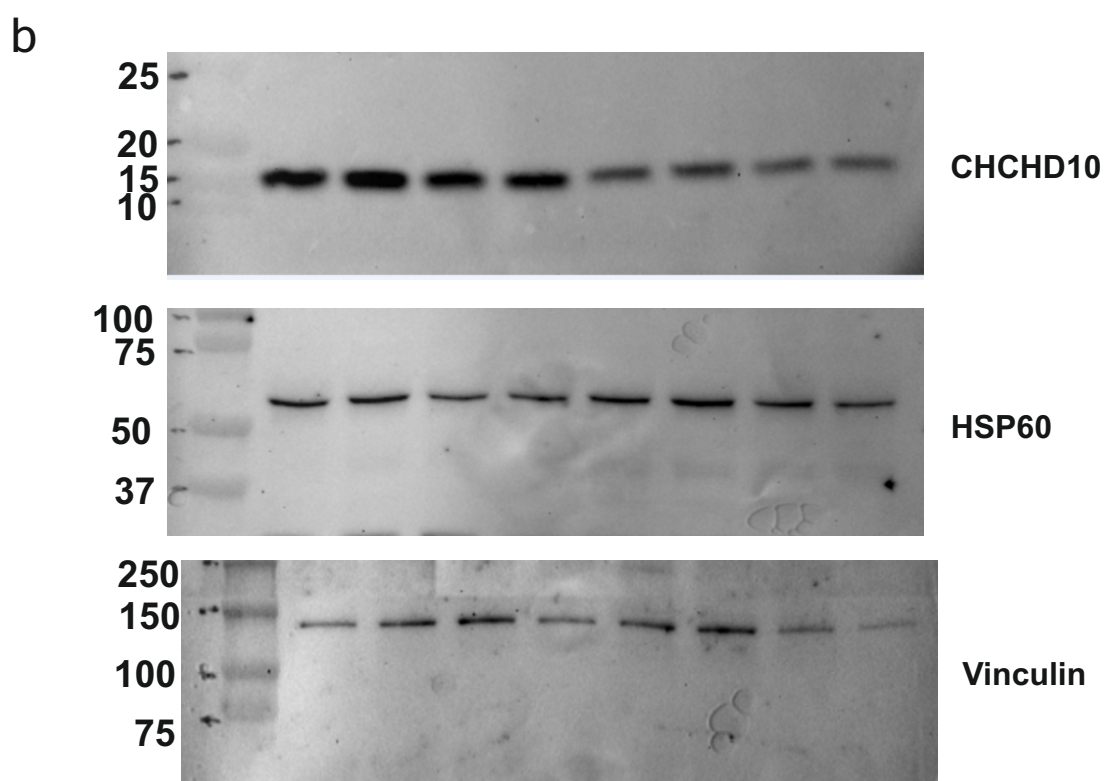

**Supplementary Fig. 5: Original full blots of western blots**

**a)** Original blots of images shown in Fig.1h.

**b)** Original blots of images shown in Fig. 2n.

a

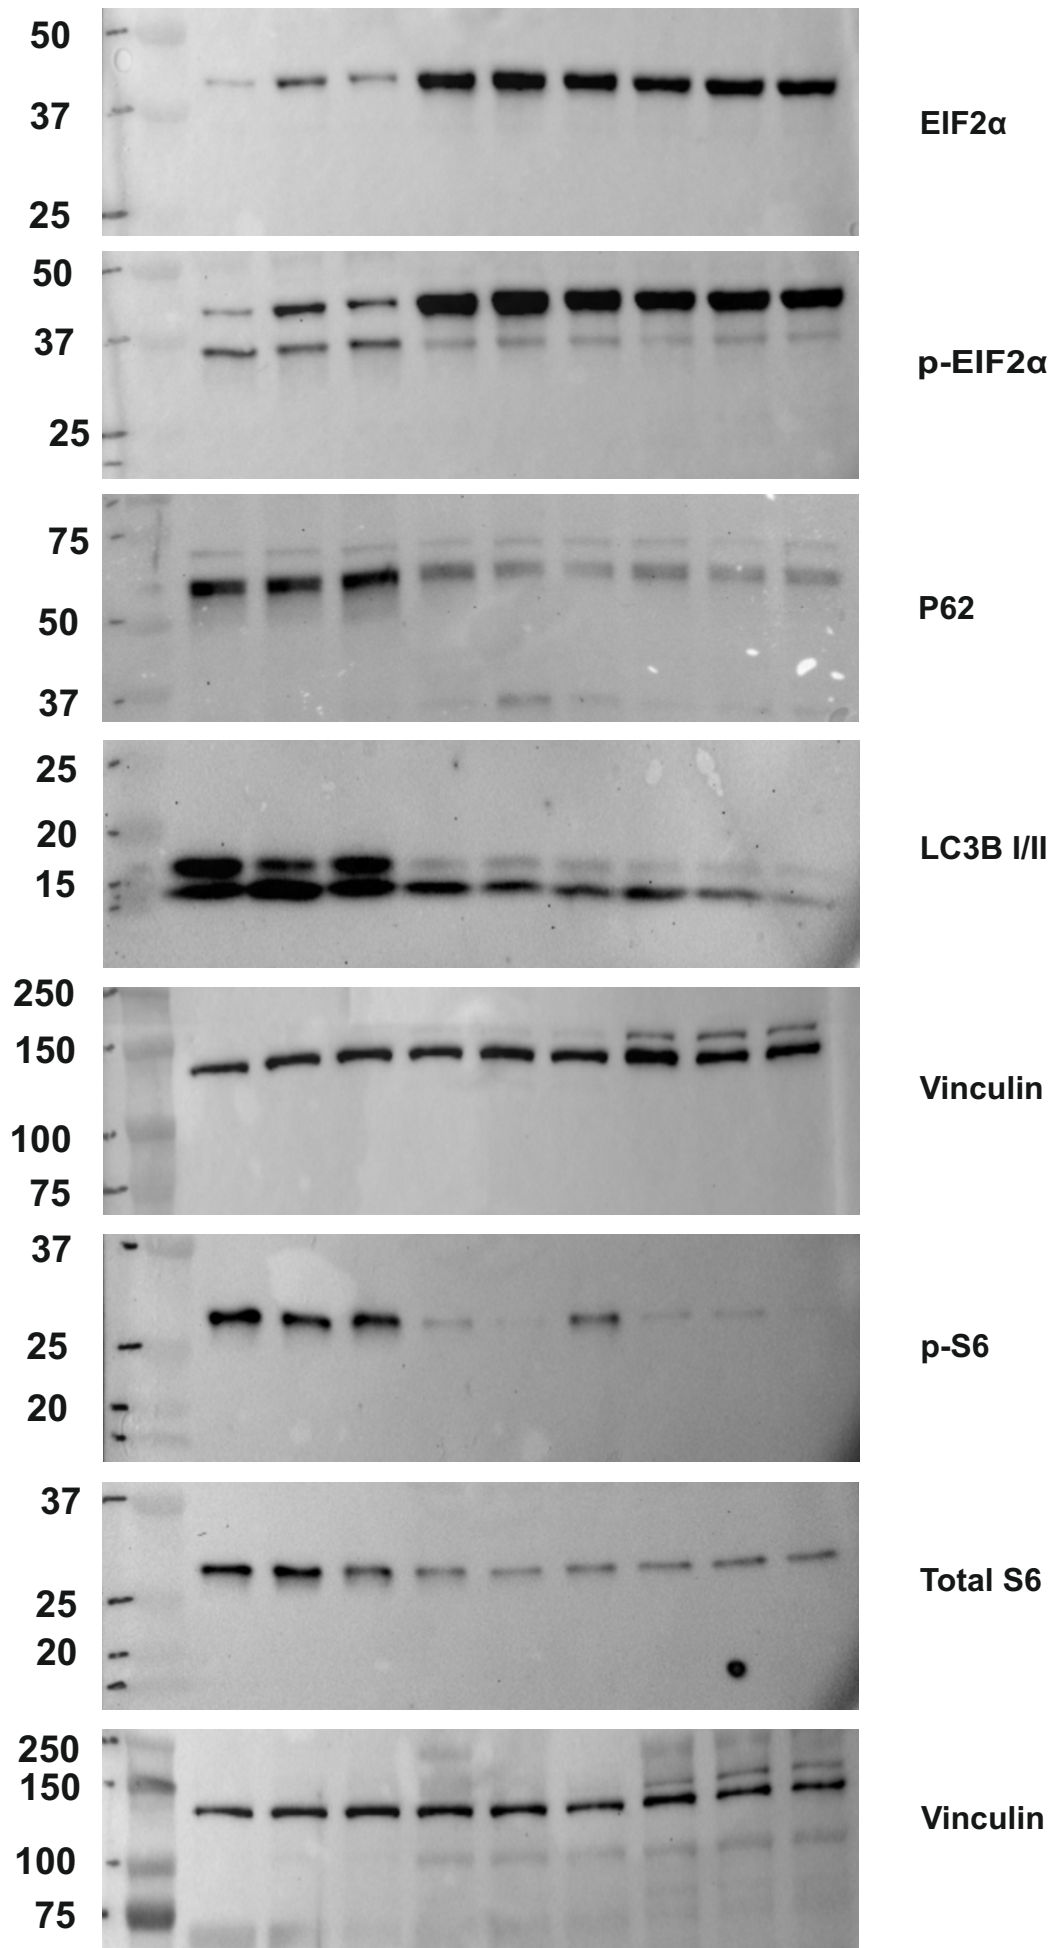

**Supplementary Fig. 6: Original full blots of western blots**  
a) Original blots of images shown in Fig.3j.

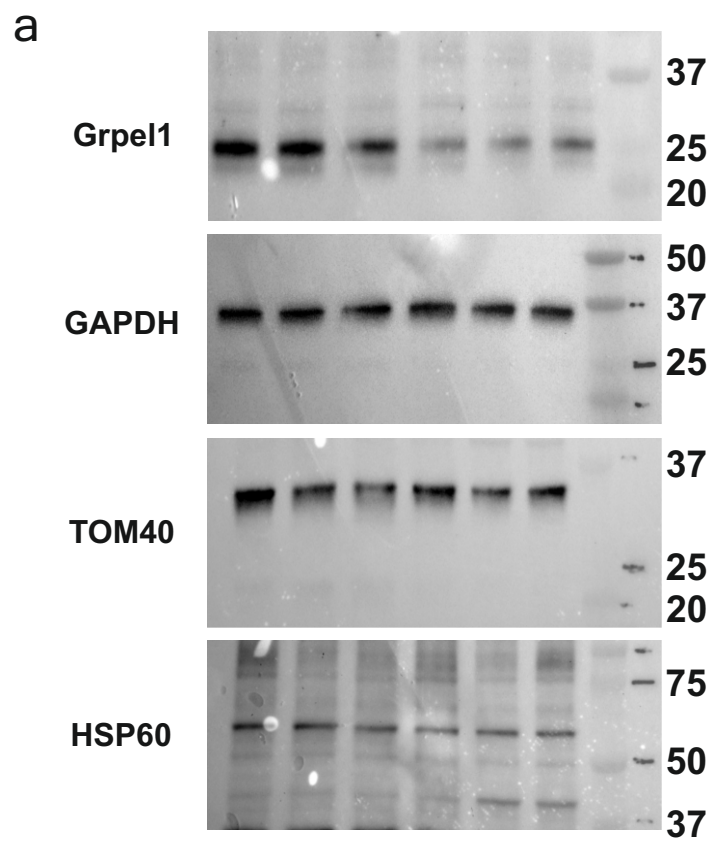

**Supplementary Fig. 7: Original full blots of western blots**

**a)** Original blots of images shown in Supplementary Fig1a.

# Supplementary material for: Inter-organellar and systemic responses to impaired mitochondrial matrix protein import in skeletal muscle
**Source:** Commun Biol. 2022 Oct 5;5:1060. doi: 10.1038/s42003-022-04034-z
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** List of differentially expressed genes.

**File name:** Supplementary Data 2

**Description:** Pathway enrichments of the transcriptome data.

**File name:** Supplementary Data 3

**Description:** Transcriptome data for MitoCarta3.0 genes.

**File name:** Supplementary Data 4

**Description:** Metabolite profiling data from serum and muscle.

**File name:** Supplementary Data 5

**Description:** Numerical source data for graphs and charts.

# Supplementary material for: Inter-organellar and systemic responses to impaired mitochondrial matrix protein import in skeletal muscle
**Source:** Commun Biol. 2022 Oct 5;5:1060. doi: 10.1038/s42003-022-04034-z
**Supplement:** Supplementary file 8 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

**Data collection** *Provide a description of all commercial, open source and custom code used to collect the data in this study, specifying the version used OR state that no software was used.*

**Data analysis** *Provide a description of all commercial, open source and custom code used to analyse the data in this study, specifying the version used OR state that no software was used.*

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The results from the gene expression analysis together with the raw sequences have been deposited to GEO, accession GSE198540. Metabolite profiling data from serum and muscle are in Supplementary Data 1.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                            |
|-----------------|--------------------------------------------------------------------------------------------|
| Sample size     | Depended on the experiment type. Reduction principle of 3Rs was used in mouse experiments. |
| Data exclusions | No exclusions                                                                              |
| Replication     | All attempts at replication were successful                                                |
| Randomization   | Based on genotype                                                                          |
| Blinding        | Phenotype is visible - no blinding                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                      | Involved in the study                                           |
|--------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                      | Involved in the study                           |
|--------------------------|-------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | rabbit anti-GRPEL1 (NBP1-54665, Novus Biologicals), mouse anti-SDHA (ab14715, Abcam), goat anti-HSP60 (sc-1052, Santa Cruz Biotechnology), rabbit anti-GAPDH (14C10, Cell Signaling), rabbit anti-CHCHD10 (HPA003440, Sigma), rabbit anti-S6 ribosomal protein (2217, Cell signaling), rabbit anti-phospho-S6 ribosomal protein (Ser 240/244) (5364, Cell signaling), rabbit anti-LC3B (NB600-1384, Novus Biologicals), mouse anti-vinculin (V9264, Sigma) and mouse anti-p62 (2C11, Abnova). |
| Validation      | -                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                |
|----------------------------------------------------------------------|--------------------------------|
| Cell line source(s)                                                  | Human control skin fibroblasts |
| Authentication                                                       | Generated in-house             |
| Mycoplasma contamination                                             | Negative                       |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | -                              |

## Palaeontology and Archaeology

|                     |                                                                                                                              |
|---------------------|------------------------------------------------------------------------------------------------------------------------------|
| Specimen provenance | Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the |
|---------------------|------------------------------------------------------------------------------------------------------------------------------|

|                                                                                                                                                 |                                                                                                                                                                                                                                                                               |
|-------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Specimen provenance                                                                                                                             | issuing authority, the date of issue, and any identifying information). Permits should encompass collection and, where applicable, export.                                                                                                                                    |
| Specimen deposition                                                                                                                             | Indicate where the specimens have been deposited to permit free access by other researchers.                                                                                                                                                                                  |
| Dating methods                                                                                                                                  | If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided. |
| <input type="checkbox"/> Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information. |                                                                                                                                                                                                                                                                               |
| Ethics oversight                                                                                                                                | Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.                                                                                                        |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                        |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mus musculus, male, 0-10 weeks                                                                                                                                                                                                                                                                                                                         |
| Wild animals            | Provide details on animals observed in or captured in the field; report species, sex and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals. |
| Field-collected samples | For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.                                                                                                     |
| Ethics oversight        | National Animal Experiment Board                                                                                                                                                                                                                                                                                                                       |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                                                                                                                                                           |
|----------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | Describe the covariate-relevant population characteristics of the human research participants (e.g. age, gender, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above." |
| Recruitment                | Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.                                                                                                                                                       |
| Ethics oversight           | Identify the organization(s) that approved the study protocol.                                                                                                                                                                                                                                                            |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |                                                                                                                   |
|-----------------------------|-------------------------------------------------------------------------------------------------------------------|
| Clinical trial registration | Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.                            |
| Study protocol              | Note where the full trial protocol can be accessed OR if not available, explain why.                              |
| Data collection             | Describe the settings and locales of data collection, noting the time periods of recruitment and data collection. |
| Outcomes                    | Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.          |

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                                  | Yes                                                 |
|-------------------------------------|-----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other significant area |

## Experiments of concern

Does the work involve any of these experiments of concern:

| No                                  | Yes                                                                                                  |
|-------------------------------------|------------------------------------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

#### Data access links

May remain private before publication.

For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.

#### Files in database submission

Provide a list of all files available in the database submission.

#### Genome browser session

(e.g. [UCSC](#))

Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.

## Methodology

#### Replicates

Describe the experimental replicates, specifying number, type and replicate agreement.

#### Sequencing depth

Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end.

#### Antibodies

Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.

#### Peak calling parameters

Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.

#### Data quality

Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.

#### Software

Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

- Sample preparation *Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.*
- Instrument *Identify the instrument used for data collection, specifying make and model number.*
- Software *Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details.*
- Cell population abundance *Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.*
- Gating strategy *Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.*
- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

- Design type *Indicate task or resting state; event-related or block design.*
- Design specifications *Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.*
- Behavioral performance measures *State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).*

### Acquisition

- Imaging type(s) *Specify: functional, structural, diffusion, perfusion.*
- Field strength *Specify in Tesla*
- Sequence & imaging parameters *Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.*
- Area of acquisition *State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.*
- Diffusion MRI ☐ Used ☐ Not used

### Preprocessing

- Preprocessing software *Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).*
- Normalization *If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.*
- Normalization template *Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.*
- Noise and artifact removal *Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).*

## Volume censoring

Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.

## Statistical modeling &amp; inference

## Model type and settings

Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).

## Effect(s) tested

Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference  
(See [Eklund et al. 2016](#))

Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.

## Correction

Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).

## Models &amp; analysis

n/a | Involved in the study

☐ ☐ Functional and/or effective connectivity

☐ ☐ Graph analysis

☐ ☐ Multivariate modeling or predictive analysis

## Functional and/or effective connectivity

Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).

## Graph analysis

Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).

## Multivariate modeling and predictive analysis

Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.

How the deposited data were processed for this re-analysis (not part of the article)

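RNA of QF muscle from 4 mice labelled knockout and 4 labelled control was sequenced, 1 library per mouse. The authors captured polyadenylated RNA, made strand-specific libraries with the NEBNext Ultra II Directional kit and sequenced them as read pairs. As deposited, the raw counts per gene were made by the authors with bcl2fastq2 2.20.0.422, cutadapt, STAR 2.5.4b on GRCm38 and Rsubread 2.6.4 on exons, without duplicate, chimeric, multimapping or poorly mapped read pairs. Genes with fewer than 50 reads over all libraries were left out by the authors. Neither the release of the gene annotation nor the use of strand in the counting is stated. The FPKM values were made by the authors from the same counts and the exon width, with library sizes that match DESeq2's size factors, and were used only to check the counts. The log2 fold changes and their standard errors, the p-values with their Benjamini-Hochberg adjustment, and the mean signal of each gene (its mean normalized count over the 8 libraries) in the deposited table are the authors' output of DESeq2 1.32.0 in R 4.1.1. In it 5 genes have no adjusted p. The deposited exon widths, used for the trend on gene length, are the summed exon bases per gene.

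All values were computed from the raw counts with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. All 14012 genes of the table were tested with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) on TMM-scaled libraries, with the label as the only term and Benjamini-Hochberg adjustment, at an adjusted p under 0.01. Values per group are means and SDs of CPM over the TMM-scaled library sizes, and log2 CPM was taken with a prior count of 2. A count of 0 allows up to 3 counts at 95%. The fold of a gene with no control library above this is given against 3 counts, as a bound where every control count was 0. Single values and set values per library were compared by exact permutation over the 70 assignments of 4 against 4. With a library left out the assignments were those of 3 against 4, where p can exceed its smallest value without overlap. PCA was run on log1p of the normalized counts of all genes.

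The genes named are those that the paper's text names for these libraries, and the 4 genes with the largest and the 4 with the smallest log2 fold change among genes past the threshold, with a mean count of at least 50 in the higher group and no overlap between the groups. Genes only labelled in Figs. 2 and 3 were counted per panel. Any other gene is said to be chosen after its values were seen. For the paper's topics 19 lists of genes were used, and 15 other lists cover cell types, atrophy, denervation, matrix, proliferation, hormones, the clock, fibre types and sex. A list was tested with camera of limma with an inter-gene correlation of 0.01, at an adjusted p under 0.05 within each kind, and summarized per library as the mean log2 CPM of its genes. ND4L, ATP8 and a few other listed symbols were not analysed here.

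Alternatives covered the scaling (RLE, upper-quartile and library totals alone), abundant genes, filters on low counts, depth (thinning with seed 11), the dispersion, the test (DESeq2), the threshold, the replicate number as a block, each library left out in turn, the set test (fry, and camera with an estimated correlation), gene length, the prior count and the input of the PCA. The procedure was tested on simulated data, counts drawn from the mean proportions of the control libraries, the library sizes and the dispersions. This gave 13338 genes, with 200 genes changed, as many up as down. Apart from these, both simulated groups had the same composition. The simulation thus did not test the scaling under the difference in composition found between the groups. The edgeR test recovered 98% of the genes changed by 2 on the log2 scale and 77% of those changed by 1, with 1 unchanged gene called, while DESeq2 recovered 99% and 87%, with 13 unchanged genes called. Rerunning DESeq2 on the deposited counts gave log2 fold changes within 0.019 of those in the authors' table. The metabolite, protein, fibroblast and histology data of the paper were not analysed here.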

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

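The thinning to equal depth was set beforehand, and the other tests of explanations in this part were chosen only after the result was seen. Within each group of 4 libraries, a value was singled out when the highest or the lowest library stood apart from the nearest other by more than Dixon's 95% critical value allows. This was so in 10 of the 153 groups tested, where chance gives 7.65. Among the values per library of the gene sets (mean log2 CPM), the TCA cycle was at 8.32 in knockout replicate 1, against 8.15 to 8.17 in the other 3. The atrophy ubiquitin ligases were at 6.44 in control replicate 4, against 6.28 to 6.29 in the other 3. The fast and slow fibre genes were at 9.52 in control replicate 3, against 8.83 to 8.94 in the other 3. Among single genes (log2 CPM), Grpel2 was at 5.05 in knockout replicate 4, against 4.86 to 4.89 in the other 3. Dnaja3 was at 6.90 in control replicate 4, against 7.16 to 7.20 in the other 3. Sod2 was at 7.36 in knockout replicate 1, against 7.12 to 7.15 in the other 3. Fibcd1 was at 3.66 in knockout replicate 2, against 4.18 to 4.28 in the other 3, and Fgfbp1 at 1.96 in control replicate 4, against 3.19 to 3.33 in the other 3. The gene 1700001O22Rik was at -2.78 in knockout replicate 3, against -2.16 to -2.05 in the other 3, where the value rests on 1 count against 3 in each of the others. The total of control replicate 1, 16017565 counts, lay below the 18694067 to 18813042 of the other controls. With all libraries thinned to the smallest one, 11 of the 11 topic sets past the set test stayed past it. Leaving out the library concerned did not change the direction or the call of the TCA cycle, Grpel2, Dnaja3, Sod2, Fibcd1, 1700001O22Rik or Fgfbp1. No biological explanation was tested for these values.

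Genes that respond to denervation were a list outside the paper's topics, and the paper does not report on them. In the libraries labelled knockout 11 of 13 were higher and 1 was lower by edgeR's quasi-likelihood test, with a median log2 fold change of 3.34 (limma camera adjusted p = 5.9e-11), and 3.09 to 3.49 with each library left out in turn. The mean log2 CPM was higher in 4 of 4 knockout libraries than in any control (exact permutation test, p = 0.0286). Over the alternatives the limma adjusted p ran from 1.5e-14 to 0.15, the highest with the correlation between genes estimated from the data. Singled out after their values were seen, Chrng changed by 7.55, Myh3 by 6.92, Myh8 by 6.72 and Myog by 3.96 on the log2 scale, and with library totals alone by 8.21, 7.61, 7.41 and 4.64. Once a trend on exon length was removed, the median was 3.52, which argues against gene length as the whole cause. A lower share of muscle fibres was weighed by the markers of other cell types. The median of the endothelial markers was -0.66 while that of the macrophage markers was 0.86, so these did not rise alike. With library totals alone the endothelial median was 6.6e-04. These medians cannot decide on the fibre share, since other cell types need not change alike and the pattern holds muscle myosin genes. More of a single cell type stays open as well.

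Immature or regenerating fibres could also carry these transcripts. The 8 markers of satellite cells and myoblasts had a median of 0.67, with 5 higher and 1 lower, but Myog is on both lists, Des is made by mature fibres as well, and the set was not past the set test (limma camera adjusted p = 0.095). Their mean log2 CPM was higher in 4 of 4 knockout libraries than in any control, by 0.82. Loss of contact with the nerve would raise the atrophy ubiquitin ligases, whose median was -0.16 over members that went both ways (1 higher and 3 lower of 9). These explanations cannot be told apart, since the lists share members with the pattern or decide nothing, and the knockout itself stays an open biological explanation that the labels give.

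Fibcd1 and Akr1b7, which the paper does not name, were among the 4 genes with the largest log2 fold changes under the rule for naming genes. Neither had a count in any of the 4 control libraries. Fibcd1 had 273 to 487 counts in the libraries labelled knockout, at least 81.0-fold higher against the 3 counts that a count of 0 allows, and Akr1b7 had 102 to 138, at least 22.8-fold higher. Akr1b7 has close paralogs, and although the authors left out multimapping reads, reads of a paralog counted on it were not tested for. No biological explanation was tested beyond the labels.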

How the results depend on the processing

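Of the 40 named genes, 20 kept their direction and their side of the threshold under every alternative that could be run for them, and 36 kept their direction. The adipocyte covariate and PCA on genes scaled to unit variance were chosen after seeing the data, and all other alternatives beforehand. Of the 19 sets on the paper's topics, 4 kept both and 11 kept their direction. For the named genes the alternatives include a minimum of 2-fold, under which 17 lost their call by construction. Among these, Tomm20, Tomm22, Tomm40, Grpel2, Dnaja3, Hspe1, Afg3l2, Immp2l, Htra2 and Chchd10 changed under no other alternative. The alternative without a filter on low counts gave no value, since the deposited table holds only genes with at least 51 reads. Unless said otherwise, the cause of a change was not tested.

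Scaling by library totals alone changed the sign of more results than any other alternative. The counts became 8498 genes higher and 873 lower against 3303 and 2962, while the median of all genes rose by 0.67. This by construction raises every log2 fold change and so accounts for the direction of these changes. The medians turned positive for the TCA cycle (0.059), nuclear OXPHOS subunits (0.092), FA oxidation (0.20), mitochondrial ribosome (0.56) and TIM subunits (0.52). Among the other lists they did so for the atrophy ubiquitin ligases (0.52), endothelial markers (6.6e-04), red blood cell markers (0.34), circadian clock (0.50) and glucocorticoid response (0.59). So did the log2 fold changes of Grpel1 (0.61), Prdx3 (0.37), Prdx5 (0.28) and Glrx2 (0.077). The differences in mean log2 CPM between the groups turned positive for the TCA cycle (0.081), OXPHOS (0.15), FA oxidation (0.27), mitochondrial ribosome (0.55), mitochondrial proteases (0.61), glycolysis (0.16), atrophy ligases (0.30), endothelial markers (0.081), circadian clock (0.55) and oestrogen-responsive genes (0.14). The antioxidant set passed the set test at a median of 0.95, and so did the fibre genes at 0.86 and the fibroblast markers at -0.038.

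With RLE size factors, small medians changed sign for the mitochondrial proteases (-0.030), autophagy (-0.014) and peroxisomal beta-oxidation (-0.011), as did the difference of the TIM values (-0.024), and the proteasome set was no longer past the set test (0.26). DESeq2 gave -0.030, -0.014 and -4.6e-04 for the same 3 medians. Without the 20 most abundant genes the proteases were at -0.0049 and the proteasome, no longer past the test, at 0.28. This also takes Myh1, Myh4, Tnnt3, Tnnc2, Mylpf and Atp2a1 out of the fibre list, whose median became 2.36 and whose difference in mean log2 CPM 1.76, against 0.72. Over genes with at least 10 reads in every sample, which leaves out Acox2, the peroxisomal median was -0.093 and its difference in mean log2 CPM -0.097. Removing the exon length trend gave medians of -0.24 for the mitochondrial ribosome, now past the test, 0.19 for the proteasome, no longer past it, and -0.036 for peroxisomal beta-oxidation. With the adipocyte score as a covariate the medians were -0.14 for peroxisomal beta-oxidation, -0.14 for the adipocyte markers, which the covariate removes by construction, and -0.044 for oestrogen-responsive genes.

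Adding a minimum of 2-fold left 2456 genes, 1378 higher and 1078 lower, a smaller number by construction. Set tests leave the medians as they are. Under fry the TOM (0.13) and antioxidant sets (0.29) also passed, as did the atrophy ligases, fibroblast, satellite cell, proliferation, glucocorticoid and oestrogen lists. With the correlation estimated from the data, the TCA cycle (-0.61), OXPHOS (-0.58), FA oxidation (-0.47), proteasome (0.30), cytosolic ribosome (1.09), tRNA synthetases (0.78), apoptosis (0.44) and glycolysis (-1.20) no longer passed, nor did the matrix, denervation and endothelial lists, so none of the 15 other lists did. 

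Nothing in the labels pairs the libraries by replicate number. Deviations from the group means correlated by 0.0031 to 0.42 between libraries with the same number and by -0.29 to 0.11 between the others. Of the 4 values with the same number 3 lay above all others, but 1 was near 0, so the numbers were not taken as pairs. With the number as a replicate block, 6123 genes differed. In this block fit, with fewer residual degrees of freedom, the proteasome set, at a median of 0.30, was not past the set test (limma camera adjusted p = 0.058), and the edgeR adjusted p was above 0.01 for Atpif1 (0.015), Tomm34 (0.011), Clpp (0.016) and Prdx3 (0.012). The fibroblast and proliferation sets were past the set test in it, and no other call of a named gene or set changed.

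Leaving out each library in turn gave medians from 0.22 to 0.33 for the proteasome, not past the test without control replicate 2 or 4 or knockout replicate 1, 2 or 3. It gave medians from -0.043 to 0.049 for the mitochondrial proteases, below 0 without control replicate 2 or 4 or knockout replicate 2 or 3. They ran from -0.019 to 0.041 for autophagy, below 0 without knockout replicate 1 or 3, and from -0.14 to 0.069 for peroxisomal beta-oxidation, below 0 without control replicate 2 or 3 or knockout replicate 1 or 2. The medians ran from -0.16 to 0.65 for fibre genes, below 0 without control replicate 1 or knockout replicate 4, from -0.013 to 0.13 for oestrogen-responsive genes, below 0 without control replicate 3 or knockout replicate 2, and from -0.18 to 0.024 for the glucocorticoid response, above 0 without control replicate 4 or knockout replicate 4. For red blood cell markers they ran from -0.71 to 0.049, and the difference in mean log2 CPM from -1.10 to 0.051, both above 0 without knockout replicate 2. For TIM subunits that difference ran from -0.019 to 0.039, below 0 without control replicate 4 or knockout replicate 1. Among the named genes, Cox6a1, Cox6a2, Atpif1, Tomm34, Clpp, Prdx3 and Prdx5 lost their call in some of these fits, where fewer libraries were tested, and none changed sign. Clpp also did with RLE size factors, Clpp, Prdx3 and Prdx5 with thinned libraries, Prdx3 and Prdx5 over genes with at least 10 reads in every sample, and all 3 of these and Cox6a1 with the adipocyte covariate. Prdx5 did with upper-quartile factors. Atpif1 did with RLE size factors, Cox6a1 and Atpif1 without the 20 most abundant genes and Cox6a1 with robust dispersions.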

Differences from the paper's values

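None of the values that the paper states for these libraries differed from the re-derived one by more than the error and 1.5-fold. The paper gives more than 6000 differentially expressed genes, against 6265 by edgeR, and folds of 2.3, 5.0 and 3.8 for Atf4, Atf5 and Atf6, against 2.39, 5.19 and 3.92. The first principal component holds about 60% of the variance in the paper's Fig. 2a, read by eye, against 72.5%, and the second about 10% in Fig. 2a, read by eye, against 9.31%. With each gene scaled to unit variance, an alternative chosen after seeing the values, they were 56.9% and 11.7%. The log2 fold change of Acox2 is about 7.8 in the paper's Fig. 4a, read by eye, against 7.82.

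Some calls and directions differed. The paper counts Cat among the upregulated antioxidant genes, while its log2 fold change of 0.61 had an adjusted p of 0.015 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, above 0.01. It was past the threshold with DESeq2 (0.56, adjusted p = 0.0059), at an adjusted p under 0.05, with library totals alone (1.26) and without knockout replicate 2 (0.72). Of the 206 genes labelled in Figs. 2 and 3, all had the direction shown there and 197 were past the threshold. Besides Cat, the others were Mdh1, ND3, Samm50, Timm44, Romo1, Pmpcb, Metap1d and Dnajb2, and all 9 were past it with DESeq2.

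The paper describes most transcripts for mitochondrial ribosome subunits as downregulated. Of 77, 49 had negative log2 fold changes and 21 were lower past the threshold, and the set passed the set test with the exon length trend removed (median -0.24) and under no other alternative. It describes TIM subunits as not upregulated, while 2 of 14, Timm10 (1.20) and Timm8a1 (1.10), were higher past the threshold. Transcripts related to autophagy are described as increased, while in the list used here 6 were higher and 5 lower of 28. Gene expression on the peroxisomal beta-oxidation pathway is described as increased, while 6 were higher and 5 lower of 21. Neither of these sets passed the set test under any alternative. The paper describes Chchd10 as highly induced, while its RNA was 1.49-fold higher. The paper also reports an increase of the protein, which was not analysed here.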

Other observations

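The tests of other splits, gene length, depth, abundant genes, sex and carried-over blood or fat for all results together were set beforehand, and the other tests in this part were chosen only after the result was seen. All 8 libraries were split into 4 and 4 in every other way, and the genes and sets were tested in each. In 1 of the 35 splits, the real one, as many genes as 6265 differed by edgeR's quasi-likelihood test, and the other 34 gave 0 genes each, with 33 to 1431 at an unadjusted p under 0.05 against 8910 for the real split. The set test was less specific than the test of genes. In 6 of the 35 splits at least 11 of the 19 sets on the paper's topics were past limma's camera threshold, with up to 12 and a median of 5.50 in the other splits, and in 31 of the 35 at least 3 of the 15 other sets were. By this test the number of sets past camera could come from a grouping by chance. A breakdown made after these counts were seen parts the other splits by their mix of labels. The 16 splits with 3 libraries of one label and 1 of the other keep part of the difference between the labels, and gave 7 to 12 topic sets. The 18 splits with 2 of each gave 0 to 6 topic sets and 2 to 8 other sets, against 11 and 3 in the real split. The other sets past camera are thus no more than splits unrelated to the labels give.

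Of the 11 topic sets past the test, 10 stayed past it after removal of the exon length trend, 11 with libraries thinned to equal depth and 10 without the 20 most abundant genes, which argues against each of these as the cause for most of the sets. Genes of the Y chromosome had at least 2209 counts in every library and Xist is not in the table, which argues against a difference in sex. Markers of red blood cells and adipocytes took at most 0.463% of the counts of any library, which argues against blood or fat as the source of the many genes.

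The count of Grpel1 was level between the groups, with a log2 fold change of -0.066. On the first principal component 0 of the 8 libraries lay nearer to the other group, which argues against an exchange of some libraries. This does not bear on labels exchanged for all of them. All 11 mtDNA-encoded mRNAs listed were lower in the libraries labelled knockout, with a median of -1.72. By separate assays the paper reports a reduced mtDNA copy number in knockout muscle, and also reduced GRPEL1 protein. DNA and RNA are unlike measures, but their shared direction argues against a full exchange. A loss of the RNA by 2-fold or more is excluded by the lower limit of the 95% interval, -0.22, under the TMM scaling. RNA without the deleted exons may still be counted on the rest of the gene, as may RNA of cells other than muscle fibres, and the level of -0.066 cannot be told apart from an unaffected gene without counts per exon.

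Directions of the nuclear genes for mitochondrial proteins depend on what is held constant. The median of the OXPHOS subunits was -0.58 with TMM and 0.092 with library totals alone, so the scaling is a candidate explanation for the sign of the change. Relative to all genes the set was lower by a similar amount under both, -0.64 and -0.64. A change in the amount of RNA per muscle fibre was not measured, so which scaling holds in absolute terms stays open. The medians of mtDNA-encoded mRNAs, the integrated stress response and cytosolic ribosome subunits had the same sign under all scalings tried.

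The matrix genes moved against the fibrosis that the paper reports from Sirius Red staining. Of 25 collagen and matrix genes 16 were lower and 1 higher, with a median of -0.97 (limma camera adjusted p = 0.015, 2.5e-04 to 0.76 over the alternatives). Singled out after their values were seen, Col1a1 changed by -1.92 and by -1.24 with library totals alone. Timp1, the one higher gene, was 4.60-fold higher. With library totals alone the median was -0.30 and the difference in mean log2 CPM per library -0.087, with overlapping groups (exact permutation test, p = 0.743), against -0.75 without overlap under TMM. The exact permutation p under TMM was 0.0571 without control replicate 2, 3 or 4 or knockout replicate 1 or 3. The decrease per library thus depends on the scaling, which moves all genes alike. Relative to the median of all genes the set was at -1.03 with TMM and -1.04 with library totals alone. With library totals alone it was also past the set test (limma camera adjusted p = 3.6e-04). Fewer fibroblasts in the samples could lower these counts. Of the 11 fibroblast markers, 6 were lower and 0 higher (8 and 1 at an unadjusted p under 0.05) with a median of -0.70, but 5 are matrix genes, and the 6 outside that list had a median of -0.60, with 6 of 6 lower and 2 past the threshold. A trend with gene length cannot be told apart, since the median was -0.87 after its removal but the set, with long genes, no longer passed the set test, nor did it without control replicate 4. Transcript levels at one time do not measure deposited collagen, and the cause was not settled. The endothelial markers, 7 lower and 0 higher of 11 (10 and 0 at an unadjusted p under 0.05), were past the set test as well (median -0.66, limma camera adjusted p = 0.032, 0.0011 to 0.76 over the alternatives).

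Trim63 and Fbxo32, ubiquitin ligases that rise in many forms of muscle atrophy, were lower, at -0.63 and -1.04, in muscle that the paper describes as atrophic. With library totals alone Fbxo32 was at -0.39 (edgeR adjusted p = 0.091) and Trim63 at 0.023. That scaling raises every log2 fold change by construction, so it cannot decide the cause. Both genes stayed below the median of all genes under it, 0.73. Mstn, which encodes myostatin, changed by -1.49 and by -0.82 with library totals alone. These genes were singled out after their values were seen.

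Polyamine genes had some of the largest decreases. Smox, one of the 4 genes with the smallest log2 fold changes, changed by -5.65 (10042 to 22621 counts in the controls and 385 to 575 in the libraries labelled knockout), and Amd2, another of them, by -5.86. Amd1, singled out after its value was seen, changed by -5.64 and by -4.95 with library totals alone. Amd2 is a near copy of Amd1, and its counts may be misplaced reads of Amd1. They were 1.05% of those of Amd1 over the controls and 0.864% over the knockouts (exact permutation test of the share per library, p = 0.457), and 0.246% in knockout replicate 2. With 15 counts of Amd2 over all knockout libraries this cannot be told apart from a decrease of Amd2 itself. The other extreme decreases under the naming rule were 1700001O22Rik, by -8.03, and Fgfbp1, by -5.82. The former had 223 to 513 counts in the controls and 1 to 3 in the knockouts.

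Clock genes went both ways, 6 higher and 6 lower of 16, with a median of -0.17. Singled out after their values were seen, Arntl changed by -2.32 and Nr1d1 by -1.92, while Per2 changed by 1.23 and Ciart by 2.18, with the same signs under library totals alone. A difference in the hour of collection between the groups could part such genes, and it cannot be told apart from an effect of the knockout, since the hours are not given.

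Cox6a1 and Cox8a are also made in tissues other than muscle, and the adipocyte markers varied from 2.94 to 7.28 in mean log2 CPM between the libraries. Of that list, and singled out after their values were seen, Cfd was at 562 CPM in the knockouts and 348 in the controls and Adipoq at 89.5 and 59.4. With the adipocyte score as a covariate, chosen after seeing the data, Cox8a was still at 1.24 and past the threshold, which argues against adipocyte RNA as its whole cause. For Cox6a1, at 0.79 with the covariate and no longer past the threshold, adipocyte RNA cannot be told apart from a change in muscle. The 9 adipocyte markers had a median of 0.69, with 0 higher and 0 lower (2 and 0 at an unadjusted p under 0.05), and Car3 among them is abundant in muscle too.

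The gain of cytosolic ribosome subunits, whose transcripts are short, was weighed against a trend with gene length. With the trend removed the median was 0.94 against 1.09, which argues against length as the whole cause.

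Knockout replicate 2 differed from the other knockouts in blood and macrophage genes. Its red blood cell marker score was 0.19 in mean log2 CPM, against 2.74 to 3.66 in the others, and still -2.52 from the lowest of them with all libraries at one depth, which argues against depth. It had 140 counts of Arg1 against 3 to 5 in the other knockouts, and 110, 51 and 142 counts of Chil3, Marco and Saa3, genes singled out after their values were seen. Its macrophage marker score was 0.65 above the mean of the other knockouts, and from 1 library more macrophages cannot be told apart from another state of the same cells. Lyz2, a macrophage marker singled out likewise, was at 96.9 CPM in this library and no lower in knockout replicate 4. No other biological explanation was tested.

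The remaining lists are given as values. Glycolysis genes were 9 lower and 4 higher of 17, with a median of -1.20 (limma camera adjusted p = 4.3e-04, 3.0e-05 to 0.23 over the alternatives). Macrophage markers were 3 higher and 0 lower of 13 (8 and 0 at an unadjusted p under 0.05). Proliferation genes were 9 higher and 0 lower of 16 with a median of 1.29 (14 and 1 at an unadjusted p under 0.05). Glucocorticoid response genes were 3 higher and 4 lower of 14 (median -0.070), among them Mt1 with 3.89, Mt2 with 5.20 and Cdkn1a with 3.58, singled out after their values were seen. Fast and slow fibre genes were 6 higher and 7 lower of 16 (median 0.21) and oestrogen-responsive genes 0 higher and 2 lower of 6 (median 0.065, 0 higher at an unadjusted p under 0.05). Red blood cell markers were 0 higher and 0 lower of 5 (median -0.29, 0 and 0 at an unadjusted p under 0.05) and the listed genes of the X and Y chromosomes 0 higher and 0 lower of 4 (median 0.25, 1 and 0 at an unadjusted p under 0.05). Apart from glycolysis none of the lists in this paragraph passed camera with the fixed correlation on all 8 TMM-scaled libraries. Under other alternatives some did: proliferation, glucocorticoid response and oestrogen-responsive genes with fry, proliferation in several more, fibre genes with library totals alone (limma camera adjusted p = 0.030, 0.030 to 0.80 over the alternatives) and macrophage markers without control replicate 1. Without the 20 most abundant genes, which hold 6 of the 16 fibre genes, the median of the rest was 2.36, so the fibre value rests on which genes are counted.

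Per library, the mean log2 CPM of some of these lists parted the groups without overlap (exact permutation test, p = 0.0286 each, the smallest possible, and 0.0429 adjusted over the 15 other lists, or 0.0418 for glycolysis over the 19 topic lists). It was lower in the knockouts for glycolysis genes (-0.51), atrophy ubiquitin ligases (-0.37), endothelial markers (-0.59), fibroblast markers (-0.75), clock genes (-0.11) and oestrogen-responsive genes (-0.51). It was higher for satellite cell and myoblast markers (0.82), proliferation genes (1.06) and genes of the X and Y chromosomes (0.27). With library totals alone the sign turned positive for the glycolysis, atrophy, endothelial, clock and oestrogen-responsive lists, and the groups overlapped for the fibroblast markers. The groups overlapped under TMM for macrophage markers (0.94), adipocyte markers (1.15), red blood cell markers (-0.70), glucocorticoid response genes (0.34) and fast and slow fibre genes (0.72). The oestrogen-responsive genes bear on tamoxifen, which acts on oestrogen receptors. They parted the groups under every alternative run for this value, but by -0.51 with TMM and 0.14 with library totals alone, so the direction depends on the scaling and an effect of tamoxifen could not be separated from one of the knockout.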
